# LncRNA–mRNA expression profile and functional network of vascular dysfunction in septic rats

**DOI:** 10.1186/s40001-022-00961-z

**Published:** 2023-01-07

**Authors:** Ye-Chen Han, Zhu-Jun Shen, Yi-Ning Wang, Ruo-Lan Xiang, Hong-Zhi Xie

**Keywords:** Sepsis, Aorta, Long non‑coding RNA, Profile

## Abstract

**Background:**

We used microarrays to analyse the changes in long non-coding RNAs (lncRNAs) and mRNAs in aorta tissue in model rats with lipopolysaccharide-induced sepsis and determined the lncRNA–mRNA and lncRNA–miRNA–mRNA functional networks.

**Methods:**

Wistar rats were intraperitoneally injected with lipopolysaccharide, and the lncRNA and mRNA expression profiles in the aorta were evaluated using microarrays. The functions of the differentially expressed mRNAs were analysed using Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway enrichment analyses. We then constructed coding/non-coding co-expression and competing endogenous RNA networks to study the mechanisms related to sepsis in rats.

**Results:**

We identified 503 differentially expressed lncRNAs and 2479 differentially expressed mRNAs in the model rats with lipopolysaccharide-induced sepsis. Mitochondrial fission process 1 (MTFP1) was the most significantly down-regulated mRNA. Bioinformatics analysis showed that the significantly down-regulated mRNAs in the sepsis models were in pathways related to mitochondrial structure, function, and energy metabolism. Coding/non-coding co-expression and competing endogenous RNA analyses were conducted using 12 validated lncRNAs in combination with all mRNAs. The coding/non-coding co-expression analysis showed that the 12 validated lncRNAs were mainly regulatory factors for abnormal energy metabolism, including mitochondrial structure damage and aberrant mitochondrial dynamics. The competing endogenous RNA analysis revealed that the potential functions of these 12 lncRNAs might be related to the inflammatory response.

**Conclusion:**

We determined the differentially expressed lncRNAs and mRNAs in the aorta of septic rats using microarrays. Further studies on these lncRNAs will help elucidate the mechanism of sepsis at the genetic level and may identify potential therapeutic targets.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40001-022-00961-z.

## Introduction

Sepsis is a systemic inflammatory response syndrome that can occur following burns, trauma, and surgery. Sepsis may develop into septic shock [1], which is characterised by microcirculation disorders, histiocytic damage, and multi-organ dysfunction [2]. Septic shock is the most common type of shock and has a mortality rate of 40–80% [3–6]. Cardiovascular dysfunction seriously affects the progression of sepsis, and circulatory dysfunctions, including volume depletion, vasodilation, loss of vascular tone, and myocardial depression, are important features of sepsis [7]. Hypotension can cause a decrease in oxygen delivery and organ perfusion, resulting in impaired organ function, and decreased organ perfusion often leads to multiple organ dysfunction, including acute injury to the kidneys and lungs and myocardial dysfunction.

Long non-coding RNAs (lncRNAs), which are non-coding RNAs greater than 200 nucleotides in length, are poorly conserved endogenous RNAs that do not encode proteins but instead regulate gene expression [8, 9]. Several studies have shown that lncRNAs play various roles in inflammatory responses and several diseases, such as cancer and cardiovascular disease [10, 11]. In mice with LPS-induced sepsis, the lncRNA H19 regulates the expression of aquaporin 1 by sponging miRNA-874 and thus is related to septic myocardial function [12]. The lncRNA NEAT1 promotes inflammatory responses in sepsis-induced liver injury through the Let-7a/TLR4 axis [13]. MALAT1 regulates cardiac inflammation and dysfunction caused by sepsis [14]. However, the roles of all lncRNAs in the vascular injury caused by sepsis remain unclear.

In this study, we identified the differentially expressed (DE) lncRNAs and mRNAs in the aortic tissues of LPS-induced endotoxemic rats using transcriptomic microarray analysis. We then performed functional enrichment analysis and annotation to explore the roles of the DE mRNAs in septic vascular injury.

## Materials and methods

### Model preparation and sample collection

Male Wistar rats (average weight, 200–250 g; average age, 8 weeks), obtained from Charles River Laboratories (Beijing, China), were allowed free access to standard chow and drinking water. The rats were randomly placed into two groups that were treated as follows: rats in the control group were administered an intraperitoneal injection of 0.9% saline (2 mL/kg, *n* = 5), and rats in the LPS group were administered an intraperitoneal injection of LPS (L-2880; Sigma-Aldrich, St. Louis, MI, USA) at 10 mg/kg in 0.9% saline (2 mL of a 5 mg/mL preparation, *n* = 5) [15, 16]. At 24 h after LPS injection, the mean arterial blood pressure (MAP) was calculated by non-invasive measurement of blood pressure. The rats were anaesthetised with an intramuscular injection of ketamine (100 mg/kg body weight) and xylazine (5 mg/kg body weight) and euthanised via CO_2_ inhalation. The aortas were isolated, quickly frozen in liquid nitrogen, and stored at − 80 °C until analysis. All experimental procedures conformed to the Guide for the Care and Use of Laboratory Animals (NIH Publication No. 85-23, revised 1996), and the study protocol was approved by the Laboratory Animal Welfare Ethics Branch and Biomedicine Ethics Committee of Peking University (approval no. LA2020343).

### Microarray analysis

We analysed five pairs of aortic tissues collected from the LPS and control groups using microarray and detected the DE lncRNAs and mRNAs (*n* = 5, each group). The Agilent Gene Expression Hybridisation Kit (Agilent Technology Inc., USA) was used for tissue preparation and microarray hybridisation. An Agilent microarray scanner was used to scan the array, and Agilent feature extraction software was used for the analysis. A fold change > 1.5 and a *P*  < 0.05, were set as the thresholds for differential expression [17]. We used the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis to identify the important signalling pathways containing the DE mRNAs. Gene Ontology (GO) analysis was used to explore the biological roles of the DE mRNAs in the categories of molecular function, biological process, and cellular component. Gene Set Enrichment Analysis (GSEA) was used to compensate for the shortcomings of individual genes in the analysis.

### Protein–protein interaction analysis

To examine the relationships and functions of the DE mRNAs, a protein–protein interaction (PPI) analysis was performed using the STRING database (https://string-db.org/). The top 100 up-regulated and down-regulated mRNAs were visualised using Cytoscape (v3.6.0) with high confidence ≥ 0.7 and hiding disconnected nodes in the network. The significant modules in the network were scored > 9 using the MCODE (Molecular Complex Detection) Cytoscape plugin.

### Microarray validation using quantitative real-time polymerase chain reaction

Total RNA from rat aortic tissue (50 mg) was extracted using 1 mL of TRIzol reagent (Invitrogen, USA). Approximately, 1000 ng of the extracted RNA was reverse transcribed to cDNA using the SuperScript III Reverse Transcriptase Kit (Invitrogen, USA) according to the manufacturer’s instructions. Quantitative PCR (qPCR) was performed using 2 × PCR master mix (Arraystar, USA) and the ViiA 7 qPCR System (Applied Biosystems; Thermo Fisher Scientific, USA). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as an internal control, and expression was analysed using the 2^ − ΔΔCt^ method.

### LncRNA–mRNA correlation and co-expression analysis

We evaluated the correlations between the DE mRNAs and lncRNAs by analysing a coding/non-coding (CNC) co-expression network. LncRNA–mRNA pairings with Pearson’s correlation coefficients (PCCs) greater than or equal to 0.90 were identified, and the lncRNA–mRNA co-expression network was visualised using Cytoscape (v3.6.0).

### LncRNA–miRNA–mRNA competitive endogenous RNA regulatory network construction

LncRNAs can sponge miRNAs and prevent them from functioning as negative regulators, thus promoting the expression of the target mRNAs. We used miRanda (http://cbio.mskcc.org/miRNA2003/miranda.html) to predict miRNA-binding sites and considered overlapping miRNA-binding sites on lncRNAs and mRNAs as evidence of lncRNA–miRNA–mRNA interactions. TargetScan (http://www.targetscan.org/vert_72/) was used for these analyses. Finally, we constructed a competitive endogenous RNA (ceRNA) network.

### Determination of serum C-reactive protein (CRP) level

Serum CRP levels were measured using an agglutination test kit (Omega Diagnostics, LTD., Scotland, UK) according to the manufacturer’s instructions.

### *Determining *in vitro* aortic vascular reactivity*

The harvested aortic rings were equilibrated under 1 g of resting tension for 60 min. Then, isometric tension, generated by the vascular smooth muscle, was measured using a force–displacement transducer (K30; Hugosachs Elektronik, March, Germany) and was recorded using a PowerLab data acquisition device and Chart v4.2 software (AD Instruments, Ltd., Oxfordshire, UK). After equilibration, arterial ring responsiveness was assessed by measuring the contraction in response to 80 mM KCl. To assess vasorelaxation, the aorta was pre-contracted with 1 μM phenylephrine before measuring the relaxation response to ACh (10^–9^–10^–5^ M).

### Statistical analysis

GraphPad Prism v5.0 (GraphPad Software, Inc., La Jolla, CA, USA) was used for all statistical analyses. Data are presented as the mean and standard deviation. The statistical significance of differences in the microarray data between the two groups was evaluated using Student’s *t*-test. Differences in expression were considered statistically significant at P < 0.05. Pearson’s correlation test was used to assess the relationship between lncRNAs and mRNAs.

## Results

### LncRNA and mRNA expression in the lipopolysaccharide and control groups

In our previous study, we chose rats with an MAP decline of more than 25%–30% as the sepsis models [18]. Therefore, we defined septic shock as a decrease in MAP to approximately 25–30% of the baseline value, indicating significant myocardial depression, leading to low cardiac output and decreased blood pressure [19]. At approximately 24 h after intraperitoneal injection of LPS, we measured the MAP in the rats. The results showed that the LPS-injected rats are good models for studying septic shock and sepsis [15, 20]. Sepsis induced by LPS injection also caused a significant increase in serum CRP levels compared with the control group (Additional file 1: Fig. S1a). In addition, the KCl-induced aortic contraction and ACh-induced relaxation responses were significantly decreased in the arteries of LPS-injected rats (Additional file 1: Fig. S1b, c), suggesting that sepsis was successfully induced and that the aortic tissue was damaged after LPS injection.

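Aortic RNA from 5 rats that received LPS at 10 mg/kg and 5 control rats that received saline was collected 24 h after injection and hybridised to 10 single-colour Agilent arrays, with 1 array labelled for each rat. The array carries probes for rat mRNAs and lncRNAs. The authors deposited the output of the scanner's feature extraction software, in which the intensity of each spot is corrected for background within its array and not normalised between arrays, together with a table of their own processed log2 values. Each array held 41800 spots other than control spots, for 38804 probes. On the LPS arrays, between 33455 and 35796 probes (median 34939) were well above background. On the control arrays, between 30869 and 35930 probes (median 33013) were well above background. No spot was saturated. The log2 intensity was taken relative to the 75th percentile of its array, and the spots of a probe were averaged without those marked as outliers. Probes well above background on at least 5 of the 10 arrays were compared with limma, a linear model with a spread shared across probes, and mRNA and lncRNA probes were adjusted together by the Benjamini-Hochberg method. A probe was called differentially expressed at a fold change above 1.5 and an adjusted p under 0.05. The files give no gene names. The class of a probe was read from its name, and gene names were taken from Tables S1 and S2, which pair 40 probes with a gene or transcript. The arrays lay on 3 slides. Slide 1 held 4 control arrays, slide 2 held 3 LPS arrays and 1 control array, and slide 3 held 2 LPS arrays.
The replicates were compared before they were averaged. For each pair of arrays, the median squared difference of the log2 intensities was divided by the value that the spot errors of the software alone give, so that 1 stands for no difference beyond that error. The arrays of LPS rats 1 and 3 gave 0.986 and those of control rats 15 and 17 gave 0.783, whereas the other 43 pairs gave between 3.99 and 12.9. The arrays in each of these 2 pairs therefore differed by less than the measurement noise, and each pair was averaged and counted as 1 sample, which left 4 LPS samples and 4 control samples. This choice was made after the data were examined. The number of samples limits the precision of every value.

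**Figure D1:**
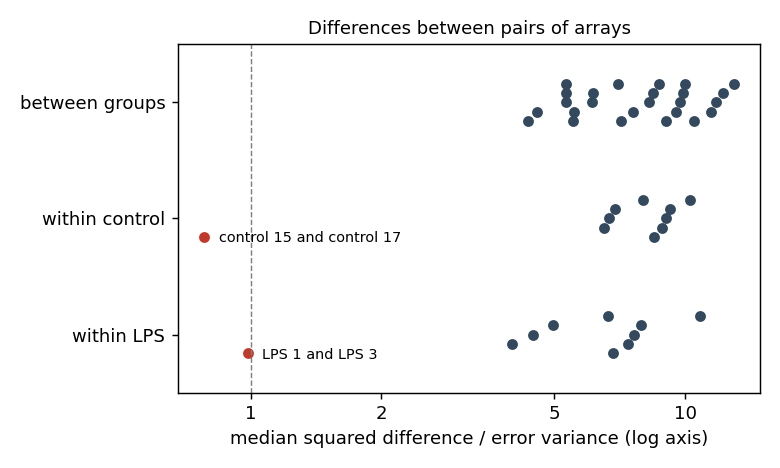
Differences between the 45 pairs of arrays, with 1 point per pair. The x axis (log scale) is the median squared difference of log2 intensities divided by the value that spot error alone gives, and the dashed line marks 1. The rows separate pairs within the LPS group, pairs within the control group and pairs between the groups. The pairs LPS 1 and LPS 3 (0.986) and control 15 and control 17 (0.783) lie apart from the others, which start at 3.99.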

We isolated aortic tissues for microarray analysis of lncRNAs and mRNAs. 

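The comparison covered 26240 mRNA probes and 7462 lncRNA probes. In the LPS samples, 182 mRNA probes were up-regulated and 19 were down-regulated. Among the lncRNA probes, 31 were up-regulated and 1 was down-regulated (limma, 4 LPS against 4 control samples). With all 10 arrays taken as separate samples, which was the design set before the data were examined, limma gave 461 up-regulated and 94 down-regulated mRNA probes, and 98 up-regulated and 17 down-regulated lncRNA probes. The methods' t-test on the 8 samples, at the threshold of the methods without adjustment, gave 1240 up-regulated and 485 down-regulated mRNA probes and 382 up-regulated and 80 down-regulated lncRNA probes. After Benjamini-Hochberg adjustment, the methods' t-test left 41 mRNA probes and 7 lncRNA probes. The lowest counts came with the slide as a block in limma, where 6 mRNA probes and 0 lncRNA probes were called, against 1537 and 390 at an unadjusted p under 0.05. Over 10 separate arrays, as set before the data were examined, the block left 116 mRNA probes and 15 lncRNA probes. Under that block the group difference rests on slide 2, the only slide with both groups. When the authors' processed log2 values were used, with 10 separate arrays, the methods' t-test without adjustment and the probes whose names begin with uc. counted as lncRNAs, 1304 mRNA probes were up-regulated and 1175 down-regulated, and 307 lncRNA probes were up-regulated and 196 down-regulated. In that setting, 8060 lncRNA probes were tested, and this total and that of the mRNA probes equal the totals printed in Fig. S2c and d. The paper takes its lists of DE lncRNAs and mRNAs from a fold change and a P threshold of this kind.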

The analysis identified 503 DE lncRNAs, including 307 up-regulated lncRNAs and 196 down-regulated lncRNAs, and 2479 DE mRNAs, including 1304 up-regulated mRNAs and 1175 down-regulated mRNAs, in the LPS group. The top 50 DE lncRNAs and mRNAs in terms of fold changes in expression are shown in heatmaps (Additional file 1: Fig. S2a, b). 

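Every called mRNA probe and every called lncRNA probe had all 4 LPS samples on the same side of all 4 control samples, where chance gives such a separation for 2.86% of probes that were not selected. The called probes were selected by limma on the same samples, so their separation is no independent evidence. The called mRNA probe with the largest log2 fold change was that of Kng1, on chromosome 11 in Table S2. Its log2 intensity relative to the array's 75th percentile was 4.24 ± 1.1 (SD, n = 4) in the LPS samples and -3.33 ± 0.64 (SD, n = 4) in the control samples, a log2 fold change of 7.56 (standard error 0.53, adjusted p = 0.000235 from limma with Benjamini-Hochberg adjustment). It stayed between 7.09 and 7.85 with each array left out in turn. With normexp background correction it was 5.82, below Cxcl1 at 6.16 and Ccl7 at 5.92. Without that correction, the probe with the next largest log2 fold change, ASRN6AP1B105651172V3, has no gene name in the files, and its log2 fold change was 6.71. Of the 10 called mRNA probes that rose most, 7 are in Table S2. Among the down-regulated mRNA probes, Lrrc52 fell most, with a log2 fold change of -4.18 (standard error 0.40, adjusted p = 0.00152, limma). That place depends on the background correction, since with normexp its log2 fold change was -2.36 and that of Shank2 -3.48. The third of the down-regulated mRNA probes, ASRN6AP1B100014718V3, is not in Table S2, was well above background on 4 of the 5 LPS arrays and had a log2 fold change of -4.09. Of the 10 called mRNA probes that fell most, 4 are in Table S2. Among the up-regulated lncRNA probes, 4 of the leading 10 are in Table S1, and the third, ASRNV20029538V3, which is not and was well above background on 4 of the 5 control arrays, had a log2 fold change of 2.92. The only down-regulated lncRNA probe, ASRNV20033370V3, was not well above background on any LPS array and was at least 3.35-fold lower there. This limit sets the LPS samples at the higher of the probe's own value and the lowest value among probes well above background on each array.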

All the DE lncRNAs and mRNAs are shown in volcano plots (Additional file 1: Fig. S2c, d), and the distribution of the DE lncRNAs and mRNAs across chromosomes is shown in Circos plots (Additional file 1: Fig. S3a, b). Table S1 (See Additional file 1) lists the top 20 DE lncRNAs, and Table S2 (see Additional file 1) lists the top 20 DE mRNAs. 

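All 40 probes of Tables S1 and S2 changed in the direction the tables give. The 10 up-regulated mRNAs had log2 fold changes of at least 4.63, and limma called all of them, with an adjusted p of at most 0.00306. The smallest change among the 10 down-regulated mRNAs was a log2 fold change of -2.26, and 4 of the 10 were called. These were Lrrc52, Shank2 with a log2 fold change of -4.12 (adjusted p = 0.0123, limma), Nr0b2 with -3.80 (adjusted p = 0.0217, limma) and Ucp1 with -3.27 (adjusted p = 0.00669, limma). Shank2 was not called without LPS rat 7 (adjusted p = 0.0536, limma), and Nr0b2 was not called without LPS rat 6, without LPS rat 7 or without control rat 18. The other 6 had adjusted p of up to 0.243 in limma, and the spread between control samples was wide for some of them. For Scd, the control samples had an SD of 2.53 on the log2 scale and the LPS samples an SD of 0.57 (n = 4 each). Of the 10 up-regulated lncRNAs, 8 were called, and the log2 fold changes of the 10 were at least 1.68. Only 4 of these lncRNAs were called without LPS rat 5, LPS rat 6 or LPS rat 7. None of the 10 down-regulated lncRNAs was called by limma in the 8 samples, where 9 of them had an unadjusted p under 0.05. Their log2 fold changes lay between -1.97 and -1.46 and their adjusted p between 0.166 and 0.513. With all 10 arrays as separate samples, limma called 3 of these lncRNAs, and 31 of the 40 probes in all. Adjusted over the list alone, 39 of the 40 probes had a p under 0.05 in the 8 samples, which is not independent evidence because the study chose the list on these arrays. With the slide as a block, only Lcn2 and Orm1 were called among the 40 over the 8 samples. Over 10 separate arrays, the form set before the data were examined, 10 were called, namely 8 of the up-regulated mRNAs, Ucp1 and XR_592112. Each of the 40 kept its direction in both. When the authors' processed values of the 10 arrays were tested with the methods' t-test, all 40 P values equalled those of the tables to 4 significant digits and all 40 fold changes equalled them within 0.05. Of the 20 mRNA symbols, 19 are current symbols in the RefSeq annotation of GRCr8. For 7 of the 20 lncRNAs the gene number in Table S1 was found there, and 6 of these genes are annotated as lncRNA. The seventh, the gene of XR_086340, is annotated there as a transcribed pseudogene.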

The GEO accession number of the dataset used in this study is GSE144439.

### Gene ontology and Kyoto encyclopedia of genes and genomes analyses of the differentially expressed mRNAs

KEGG pathway analysis was performed to explore the pathways involved in sepsis. The analysis revealed that the up-regulated mRNAs in the LPS group were involved in 95 pathways, and the down-regulated mRNAs were involved in 44 pathways. Figure 1a shows that oxidative phosphorylation and thermogenesis were two of the major enriched pathways associated with down-regulated mRNAs, whereas Kaposi sarcoma-associated herpesvirus infection and Epstein-Barr virus infection were two of the major enriched pathways associated with the up-regulated mRNAs. 

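The files pair no probe with a gene outside Tables S1 and S2, so the enrichment of pathways was not analysed here. Among the 10 up-regulated mRNAs of Table S2, Ccl7 and Cxcl1 are chemokine ligands, Cxcl1 and Il6 are members of a list of TNF signalling genes, and 6 are members of a list of IL-17 signalling genes. All these lists were written by hand before the data were examined and were not taken from KEGG. None of the 10 is in the list of NF-κB signalling genes, which does not tell whether any is in the KEGG pathway. Ccl7, on chromosome 10, had a log2 intensity relative to the array's 75th percentile of 5.65 ± 0.25 (SD, n = 4) in the LPS samples and -0.86 ± 1.04 (SD, n = 4) in the control samples. Its log2 fold change was 6.51 (standard error 0.46, adjusted p = 0.000235 from limma with Benjamini-Hochberg adjustment), and it ranged from 6.41 to 6.92 with each array left out in turn. With the slide as a block its log2 fold change was 5.09 and its adjusted p in limma 0.0877 over the 8 samples, and 5.03 and 0.0121 over 10 separate arrays, where it was called. Without a block, the adjusted p in limma lay between 1.17e-05 and 0.0024 over the other normalisations, 10 separate arrays and each array left out.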

The up-regulated mRNAs were enriched in TNF signalling pathway, chemokine signalling pathway, NF-κB signalling pathway, and IL-17 signalling pathway (Additional File 1: Fig. S4a). The down-regulated mRNAs were enriched in oxidative phosphorylation and the citrate cycle (TCA cycle) (Additional File 1: Fig. S4b).

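Of the 10 down-regulated mRNAs in Table S2, Cox8b is the only one in a list of oxidative phosphorylation genes written by hand before the data were examined, and none is in the corresponding list of citrate cycle genes. The other members of these pathways were not analysed here, because the files give no gene names. Cox8b is also in the list of brown adipocyte genes, so a varying amount of brown fat around the aorta may contribute to its level. Cox8b, a subunit of cytochrome c oxidase on chromosome 1, had a log2 intensity relative to the array's 75th percentile of 3.49 ± 1.27 (SD, n = 4) in the LPS samples and 6.11 ± 1.1 (SD, n = 4) in the control samples. The log2 fold change was -2.62 (standard error 0.69, adjusted p = 0.189 from limma with Benjamini-Hochberg adjustment), and the lowest control sample lay within the range of the LPS samples (exact two-sided permutation test, p = 0.0571). With all 10 arrays as separate samples, the log2 fold change was -2.93 and the adjusted p 0.0313 in limma, and Cox8b was called. The adjusted p reached 0.867 with the slide as a block over the 8 samples, and was 0.365 with that block over 10 separate arrays. From the enrichment of pathways of this kind among the down-regulated mRNAs, the paper proposes that the main changes in the vascular tissue are associated with energy metabolism.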

**Fig. 1:**
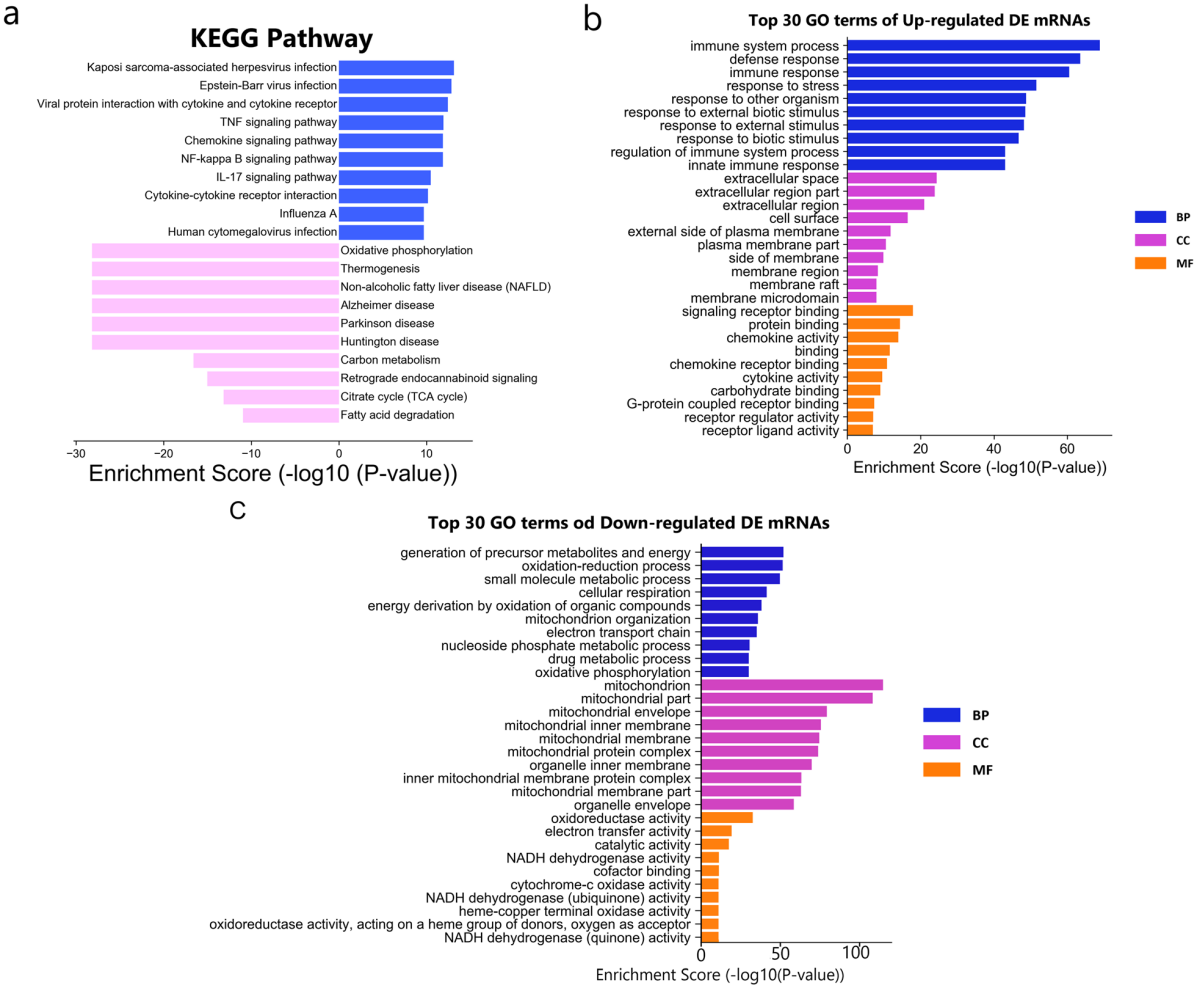
Functional analysis of the differentially expressed mRNAs and lncRNAs. **a** Kyoto Encyclopedia of Genes and Genomes pathway analyses of differentially expressed mRNAs. Blue and pink bar plots represent the Top 10 enriched pathways of up- and down-regulated DE mRNAs, respectively; Pathways related to the research objectives **b** up-regulated and **c** down-regulated DE mRNAs. *DE* differentially expressed

GO analyses were performed to determine the functions of the DE mRNAs in sepsis. Figure 1b and c show the top 10 GO terms in biological processes, cellular components, and molecular functions. In the LPS group, the GO terms related to the most significantly down-regulated mRNAs were generation of precursor metabolites and energy (biological process), mitochondrion (cellular component), and oxidoreductase activity (molecular function); the terms related to the most significantly up-regulated mRNAs were immune system process (biological process), extracellular space (cellular component), and signalling receptor binding (molecular function).

To determine the relationships among the DE mRNAs, we performed GSEA to identify lncRNA-related pathways. As shown in Fig. 2, the top 20 DE lncRNAs in the same pathway were clustered together. The DE lncRNAs in the LPS group were mainly related to viral carcinogenesis, viral myocarditis, and cell adhesion molecules.

**Fig. 2:**
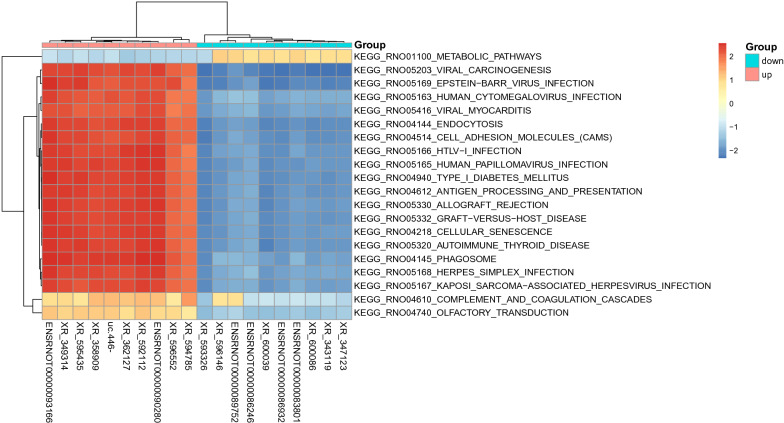
Gene Set Enrichment analysis of Top20 DE lncRNAs. DE, differentially expressed

### Protein–protein interaction analysis of the differentially expressed mRNAs

Determining protein–protein interactions (PPIs) are critical for understanding the biological functions of proteins and drug discovery. To determine the relationships among the identified DE mRNAs, we constructed a PPI network. The PPI network containing the top 100 DE mRNAs, which was constructed using Cytoscape (v3.6.0) with high confidence ≥ 0.7 and hiding disconnected nodes, is shown in Fig. S5a (see Additional File 1). The network consisted of 84 nodes with an average of 5.19 neighbours and 218 edges. 

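The module in Fig. S5b includes C3, Il6, Kng1 and Cxcl1, and all 4 mRNAs were up-regulated in the LPS samples with no overlap between the groups. C3, on chromosome 9, had a log2 fold change of 5.39 (standard error 0.41, adjusted p = 0.000427 from limma with Benjamini-Hochberg adjustment). Cxcl1, on chromosome 14, had a log2 fold change of 6.67 (standard error 0.35, adjusted p = 6.83e-05, limma). Il6, on chromosome 4, was well above background on all 5 LPS arrays and on 2 of the 5 control arrays, so its log2 fold change of 6.57 (standard error 0.46, adjusted p = 0.000235, limma) depends on control values close to background. With normexp background correction it was 3.24. With the slide as a block over the 8 samples, none of the 4 passed the threshold in limma, with adjusted p of 0.196 for C3, 0.152 for Kng1, 0.113 for Il6 and 0.0539 for Cxcl1. With that block over 10 separate arrays, the form set before the data were examined, all 4 were called, with adjusted p of 0.0385, 0.0173, 0.0121 and 0.00274. All 4 were called with each array left out in turn.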

Using MCODE, a significant module that was filtered out with a score > 9 is shown in Fig. S5b (see Additional File 1).

### Validation of the lncRNA and mRNA microarray results

We performed qRT-PCR to verify the 20 most significant DE lncRNAs (Additional File 1: Fig. S6a). Of the 20 analysed lncRNAs, the results for 14 were consistent with the microarray analysis, five were down-regulated (ENSRNOT00000079309, ENSRNOT00000079370, ENSRNOT00000086932, XR_086340, XR_344417), and eight were up-regulated (ENSRNOT00000077237, ENSRNOT00000089798, XR_349314, XR_349493, XR_362127, XR_592112, XR_592660, and XR_596552). We also performed qRT-PCR to verify the 20 most significant DE mRNAs (Additional file 1: Fig. S6b). The primers used to evaluate the expression levels of the top 20 most significantly DE lncRNAs and mRNAs are shown in Tables S3 and S4 (see Additional File 1), respectively. Among the 20 that were analysed, 12 were consistent with the microarray analysis, four were down-regulated [Cox8b, Lrrc52, mitochondrial fission process 1 (MTFP1), and Nr0b2], and eight were up-regulated (C3, Ccl7, Cxcl1, Il6, Lcn2, Orm1, S100a9, and Sectm1b). Compared to the microarray results, the validation rate of the DE lncRNAs and DE mRNAs was 60–70%. These validated DE lncRNAs and mRNAs were then further analysed.

### Coding/non-coding gene co-expression network analysis and gene ontology and Kyoto encyclopedia of genes and genomes pathway analyses based on the results of the coding/non-coding gene co-expression analysis

We used the data for the 14 qRT-PCR–verified DE lncRNAs and the normalised data for the DE mRNAs to calculate the correlation coefficients, and selected records of ABS (PCC) ≥ 0.9, P ≤ 0.05, and a false discovery rate (FDR) ≤ 1 for the CNC analysis. 

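The correlations were computed between the 14 lncRNAs drawn in Fig. 4a and the 201 called mRNA probes over the 8 samples. Of the 2814 possible pairs, 883 had an absolute Pearson correlation of at least 0.9, of which 808 were positive and 75 negative. The 8 up-regulated lncRNAs accounted for most of these 883 pairs, in a list where 182 of the 201 mRNA probes were up-regulated. XR_592112 had 167 pairs and ENSRNOT00000077237 had 165, whereas ENSRNOT00000086932 had the most among the 6 down-regulated lncRNAs, with 11. No up-regulated lncRNA paired positively with a down-regulated mRNA. After the mean of each group was subtracted from every probe, so that the difference between LPS and control no longer entered, 21 pairs had an absolute correlation of at least 0.9. Spearman's rho in place of Pearson's r gave 409 pairs. The number of pairs moved most with the settings of the study, namely the authors' processed values, 10 separate arrays and the 2479 mRNA probes past the methods' t-test without adjustment. There, 4941 of 34706 possible pairs passed, and 952 after the group means were subtracted. In those settings the up-regulated lncRNAs did not stand apart. They had between 201 (XR_592660) and 539 (XR_596552) pairs each before subtraction. The down-regulated ones had between 278 (ENSRNOT00000086932) and 456 (ENSRNOT00000079370). Since every mRNA in these lists was selected for a difference between the groups, a correlation over both groups mixes that difference with variation between rats. The array values of the 14 lncRNAs had the direction that Table S1 gives. Of the 8 up-regulated ones, 7 were called by limma, and of the 6 down-regulated ones none was called, with adjusted p between 0.234 and 0.39.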

We then performed KEGG and GO analyses of the co-expressed target genes. Based on the results of the KEGG and GO analyses, the pathways and enriched genes related to the research targets were screened. The results of the GO analysis are shown in Fig. 3a. The top two enriched biological processes were oxidation–reduction process and small molecule metabolic process; the top two enriched cellular components were the mitochondrial part and mitochondrion; and the top two enriched molecular functions were oxidoreductase activity and electron transfer activity. The KEGG pathway analysis revealed three main pathways: non-alcoholic fatty liver disease (NAFLD), Leishmaniasis, and Alzheimer’s disease (Fig. 3b).

**Fig. 3:**
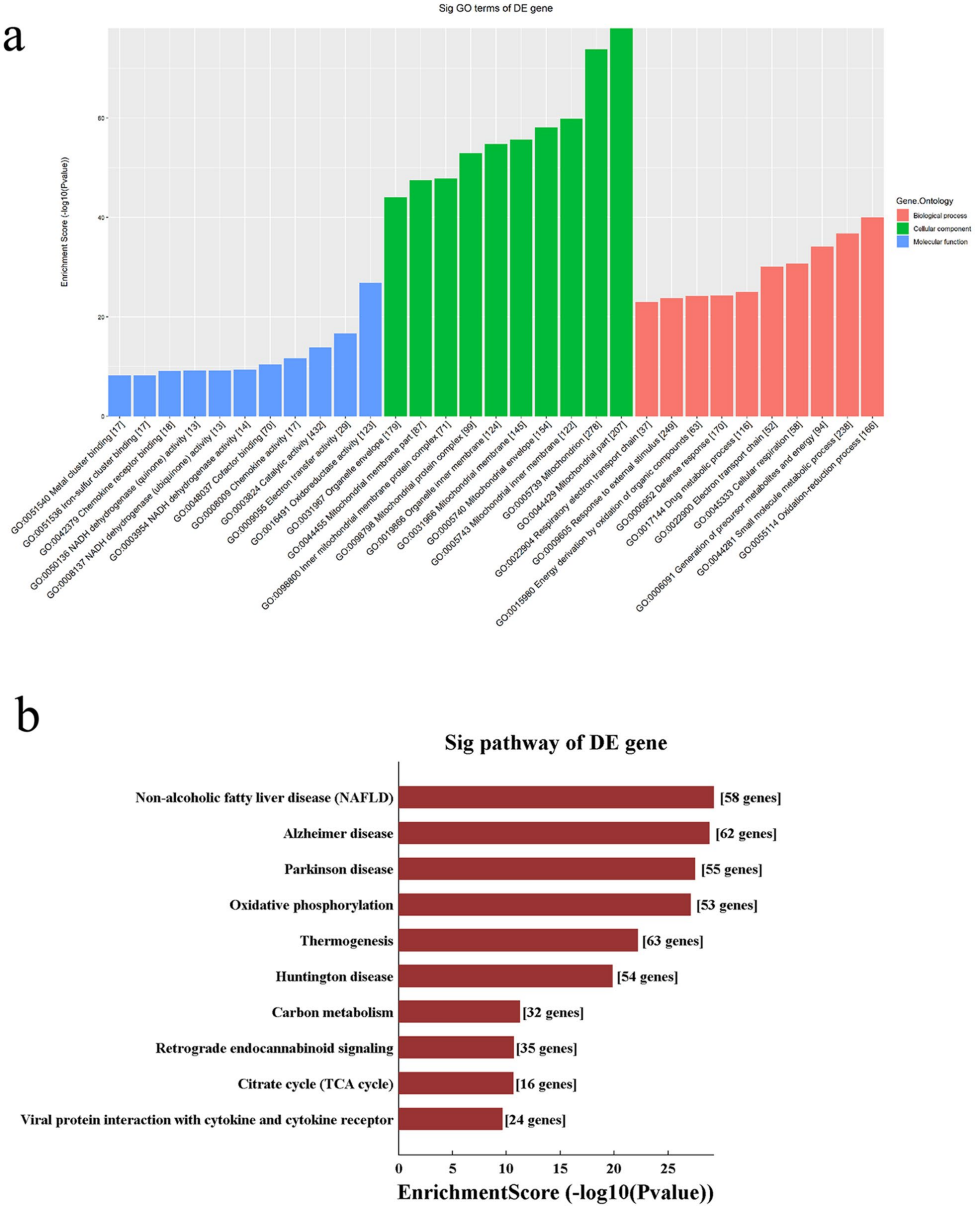
Gene enrichment and pathway analysis of the lncRNAs–mRNAs coexpressed network. **a** Gene Ontology and **b** Kyoto Encyclopedia of Genes and Genomes pathway analyses based on CNC analysis results. CNC, coding/noncoding co-expression

To construct the co-expression network (Fig. 4a), we chose the genes related to the research topic in the top five enriched KEGG pathways of thermogenesis, chemokine signalling pathway, IL-17 signalling pathway, cardiac muscle contraction, and NF-κB signalling pathway. Among the identified genes, we were most interested in MTFP1. Therefore, we constructed a network containing MTFP1 and its co-expressed DE lncRNAs (Fig. 4b).

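Over the 8 samples, 8 of the 14 lncRNAs had an absolute Pearson correlation of at least 0.9 with Mtfp1. XR_597034, ENSRNOT00000079370, XR_344417, ENSRNOT00000086932, XR_086340 and ENSRNOT00000079309 were positively correlated, and ENSRNOT00000089798 and XR_596552 were negatively correlated. Of the 8 lncRNAs joined to MTFP1 in Fig. 4b, 7 were among them, with the sign drawn there. XR_349314, the other one, did not pass over the 8 samples, and ENSRNOT00000079309 is not joined to MTFP1 in the figure. With the authors' processed values of 10 separate arrays, the 8 lncRNAs that passed were those of Fig. 4b, with the same signs. The network depended on 1 control sample, since 3 lncRNAs passed without control rat 18. After the group means were subtracted, 5 lncRNAs still passed over the 8 samples and 0 over the 10 arrays in the authors' values. In the other settings, that number was lowest, at 1, without control rat 18 and with the authors' values over 8 samples. It was 2 with quantile normalisation and highest, at 7, when the slide means were subtracted as well.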

**Fig. 4:**
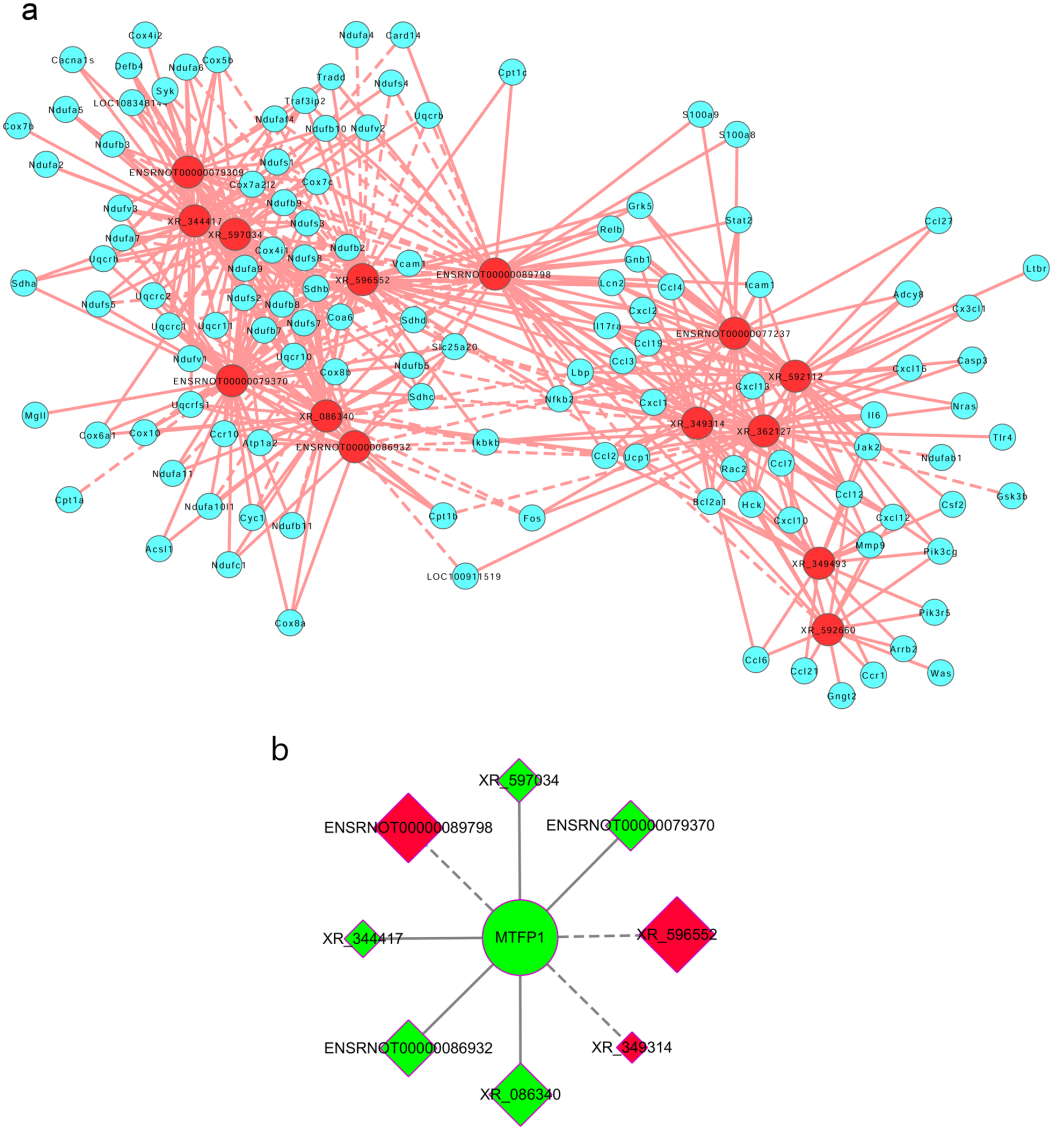
The lncRNA–mRNA co-expressed network of rat aorta tissue in sepsis group compared with control group. **a** DE lncRNAs and DE mRNAs CNC network. Red nodes are lncRNAs, blue nodes are mRNAs; **b** MTFP1 and DE lncRNAs CNC network. Ellipse is MTFP1. Diamonds are lncRNAs. Red and green colors represent up‐ and down-regulation, respectively. Positive correlation is a solid line, negative correlation is a dashed line. *CNC* coding/noncoding co-expression; *MTFP1* mitochondrial fission process 1; *DE* differentially expressed

### Construction of ceRNA networks and gene ontology and Kyoto encyclopedia of genes and genomes pathway analysis based on the ceRNA network results

LncRNAs, which can function as ceRNAs or miRNA sponges, alleviate the inhibitory effects of miRNAs on target genes, thus increasing target gene expression. We used the data from the 14 qRT-PCR-verified DE lncRNAs and DE mRNAs to perform a ceRNA analysis. The number of predicted miRNA-IDs was limited to 1000, and the predicted mRNAs were used to perform KEGG and GO analyses. The results of the GO analysis are shown in Fig. 5a, and the top two enriched biological processes were response to external stimulus and response to organic substance; the top two enriched cellular components were mitochondrion and mitochondrial part; and the top two enriched molecular functions were oxidoreductase activity and protein binding. The KEGG pathway analysis revealed 109 enriched pathways, and the three most important pathways were Kaposi sarcoma-associated herpesvirus infection, Epstein–Barr virus infection, and human cytomegalovirus infection (Fig. 5b). To construct the ceRNA network (Fig. 6), we chose the genes related to the research objectives in five enriched KEGG pathways: NF-κB signalling pathway, chemokine signalling pathway, TNF signalling pathway, natural killer cell-mediated cytotoxicity, and cell adhesion molecules. 

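Fig. 7 joins MTFP1 through miRNAs to the lncRNAs ENSRNOT00000079309, XR_592112, XR_592660 and XR_596552. In the aortic arrays, ENSRNOT00000079309 was lower in the LPS samples, as Mtfp1 was, and the 3 others were higher. The log2 fold change of ENSRNOT00000079309 was -1.96 (standard error 0.72, adjusted p = 0.385 from limma with Benjamini-Hochberg adjustment), with 4.45 ± 1.44 (SD, n = 4) in the control samples and 2.49 ± 1.03 (SD, n = 4) in the LPS samples on the log2 scale. The 2 groups overlapped (exact two-sided permutation test, p = 0.143). XR_592112, on chromosome 4, rose by 4.05 on the log2 scale (standard error 0.32, adjusted p = 0.000615, limma) and XR_596552, on chromosome 16, by 2.80 (standard error 0.46, adjusted p = 0.0277, limma). XR_596552 was not called without LPS rat 5, LPS rat 6, LPS rat 7 or control rat 20, with an adjusted p of up to 0.106 in limma. XR_592660 rose by 2.17, with an adjusted p of 0.106 in limma. It passed the threshold without control rat 20 (adjusted p = 0.0438, limma) and with 10 separate arrays (adjusted p = 0.0174, limma).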

MTFP1, miRNAs, and the targeted genes are shown in a ceRNA alluvial plot (Fig. 7).

**Fig. 5:**
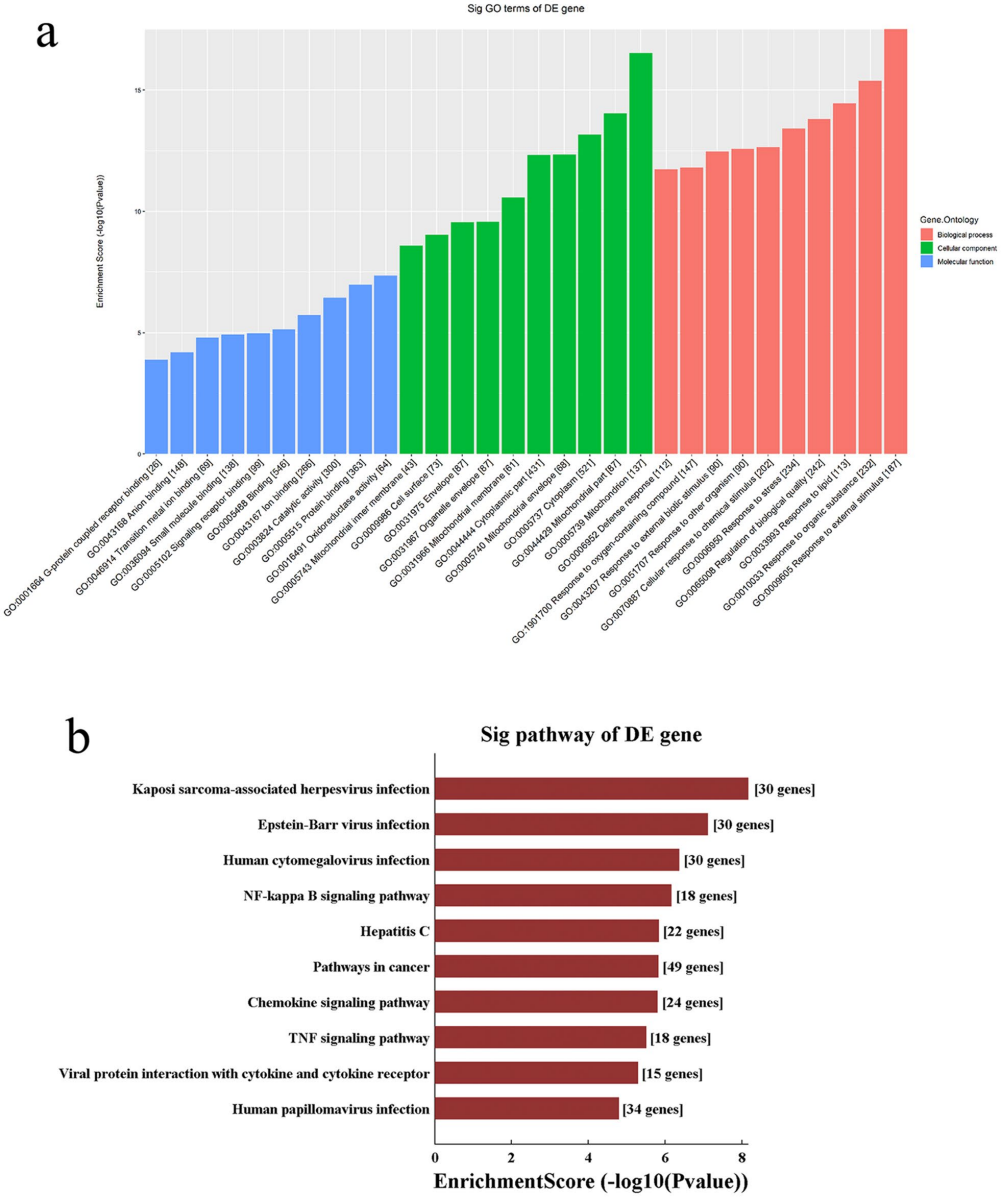
Gene enrichment and pathway analysis of the competing endogenous RNA analysis. **a** Gene Ontology and **b** Kyoto Encyclopedia of Genes and Genomes pathway analyses based on ceRNA analysis results. ceRNA, competing endogenous RNA

**Fig. 6:**
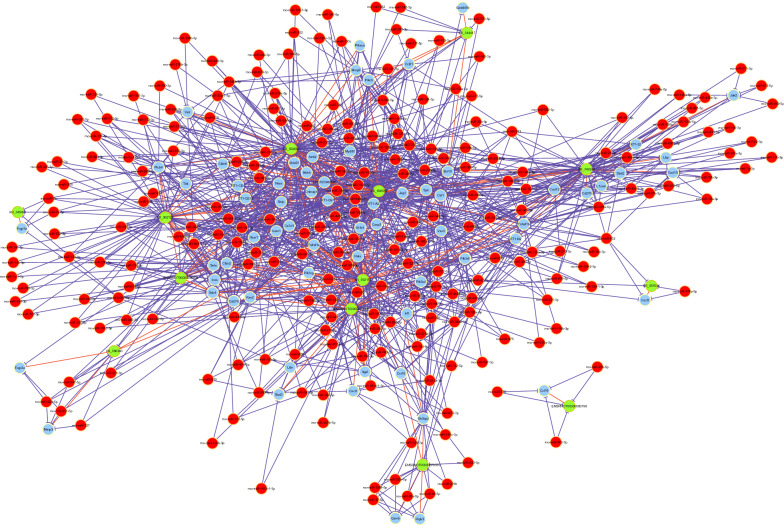
The competing endogenous RNA network of rat aorta tissue in sepsis group compared with control group. DE lncRNAs and DE mRNAs ceRNA network. Red circles represent miRNAs; blue circles represent mRNAs; and green circles represent lncRNAs. *DE* differentially expressed

**Fig. 7:**
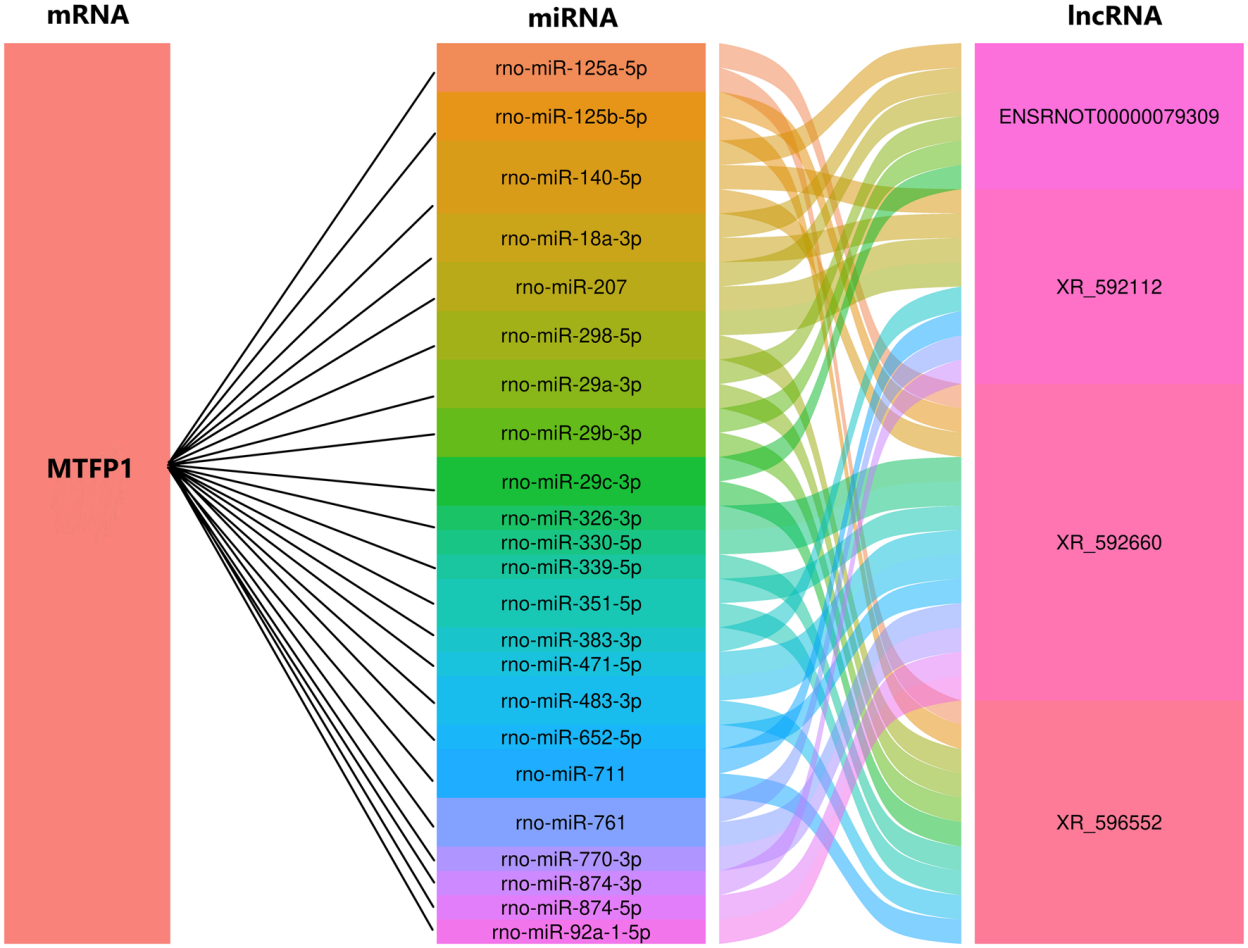
Mitochondrial fission process 1 and DE mRNAs competing endogenous RNA alluvial plot

## Discussion

Studies have revealed abnormal expression levels of certain lncRNAs in sepsis-induced organ dysfunction. Therefore, we performed a microarray analysis of the lncRNAs and mRNAs in the aortic tissues of septic model rats to identify the changes in lncRNA and mRNA expression in septic vascular tissue with an aim to provide new targets for improving circulatory failure in sepsis. We identified 503 DE lncRNAs (307 up-regulated lncRNAs and 196 down-regulated lncRNAs) and 2479 DE mRNAs (1304 up-regulated mRNAs and 1175 down-regulated mRNAs).

We first analysed the functions of the DE mRNAs. We found that MTFP1 was the top down-regulated DE mRNA. 

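Among the 1902 mRNA probes that were lower in the LPS samples by more than 1.5-fold, the probe of Mtfp1 ranked 30 by the p of limma and 28 by the size of the log2 fold change. With all 10 arrays as separate samples it ranked 29 by p and 24 by fold change. With the authors' processed values of the 10 arrays and the methods' t-test, Mtfp1 ranked 49 by P and 24 by fold change among the 2141 mRNA probes that were lower by more than 1.5-fold. Its rank by p moved most with the slide as a block, to 786, or 685 over 10 separate arrays. Within the 10 down-regulated mRNAs of Table S2, Mtfp1 was the fifth by p and the ninth by fold change over the 8 samples, and the paper's own P values and fold changes give the same places.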

MTFP1 is a nuclear-encoded protein that promotes mitochondrial fission and is closely related to mitochondrial fission and fusion [21]. Mitochondrial fragmentation often occurs in dysfunctional mitochondria, resulting in decreased ATP production [22]. Increasing evidence indicates that mitochondrial dynamics are associated with mitochondrial metabolism and vascular relaxation induced by mitochondrial inhibition [23, 24]. We observed significant down-regulation of MTFP1 in the aortic tissues of rats with LPS-induced sepsis. This indicates that abnormalities in mitochondrial dynamics occur in sepsis. 

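The log2 intensity of the Mtfp1 probe, relative to the 75th percentile of its array, was 1.46 ± 0.74 (SD, n = 4) in the LPS samples and 3.96 ± 1.04 (SD, n = 4) in the control samples. The gene lies on chromosome 14 in Table S2. The log2 fold change was -2.50 (standard error 0.53), with an unadjusted limma p of 0.000973 and an adjusted p of 0.0908 from limma with Benjamini-Hochberg adjustment over all probes. All 4 LPS samples lay below all 4 control samples (exact two-sided permutation test, p = 0.0286, the smallest p that 4 samples against 4 allow). Over the 10 arrays taken as separate samples, the log2 fold change was -2.64 and the adjusted p 0.0119 in limma, so that Mtfp1 was called there and not over the 8 samples. With each array left out in turn, the log2 fold change stayed between -2.92 and -2.08 and the adjusted p between 0.0401 and 0.281, and only without control rat 16 did it pass the threshold. With array weights Mtfp1 passed as well, with an adjusted p of 0.0491, and with the slide as a block its adjusted p was 0.842, or 0.329 over 10 separate arrays. From the lower level of MTFP1 the paper concludes that mitochondrial dynamics are abnormal in sepsis. The paper also reports MTFP1 as down-regulated by qRT-PCR, which was not analysed here.

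**Figure D2:**
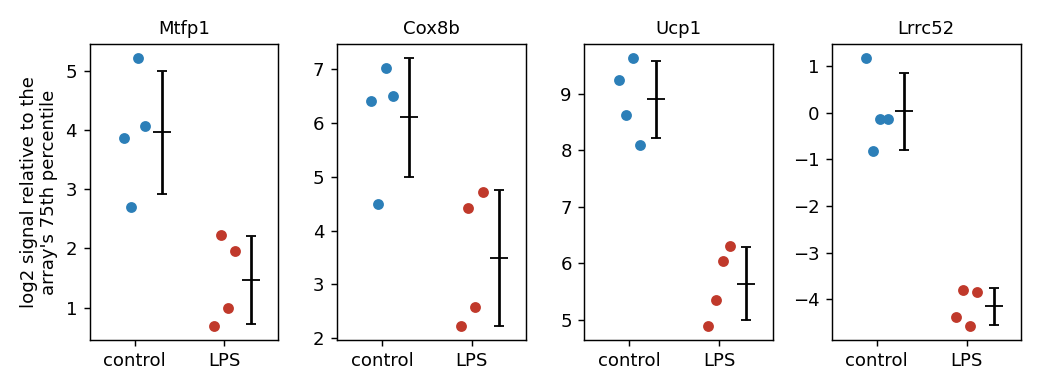
Log2 intensity of the probes of Mtfp1, Cox8b, Ucp1 and Lrrc52 relative to the 75th percentile of each array, with 1 point per sample (4 control and 4 LPS), and the mean and SD of each group as a bar to the right of its points. Each gene has its own y axis. The groups do not overlap for Mtfp1, Ucp1 and Lrrc52, and 1 control sample of Cox8b lies among the LPS samples.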

If these abnormalities cause vascular relaxation, then mitochondrial dynamics could be closely related to the decrease in blood pressure observed in sepsis.

We performed GO and KEGG analyses of the DE mRNAs to determine which signalling pathways and functions may be altered in the aortic tissue in septic shock. KEGG analyses were conducted to identify relevant functional pathways, which showed that among the down-regulated pathways, oxidative phosphorylation was the most enriched pathway, and the citrate cycle (TCA cycle) was also highly enriched. GO analysis was performed to study the functions of the DE mRNAs, which showed that the significantly down-regulated biological processes were generation of precursor metabolites and energy, oxidation–reduction process, cellular respiration, energy derivation by oxidation of organic compounds, mitochondrion organisation, electron transport chain, and oxidative phosphorylation. Nine of the ten most significantly down-regulated cellular components were related to mitochondria (mitochondrion, mitochondrial part, mitochondrial envelope, mitochondrial inner membrane, mitochondrial membrane, mitochondrial protein complex, inner mitochondrial membrane protein complex, and mitochondrial membrane part). The significantly down-regulated molecular functions were oxidoreductase activity, electron transfer activity, NADH dehydrogenase activity, cytochrome-c oxidase activity, NADH dehydrogenase (ubiquinone) activity, oxidoreductase activity, and NADH dehydrogenase (quinone) activity. These results suggest that the most significant changes in the vascular tissue under septic shock are associated with energy metabolism, since many molecules related to energy metabolism and their signalling pathways were significantly down-regulated. Recent studies have indicated that the key pathophysiological mechanism of sepsis is metabolic decline rather than structural damage [7], and ATP levels and the phosphocreatine/ATP ratio were lower in patients with severe septic shock [25]. Abnormal energy metabolism occurs in various tissues in patients with sepsis, and mitochondrial dysfunction has been observed in skeletal muscle, platelets, and peripheral blood mononuclear cells [26, 27]. Mitochondrial dysfunction was also observed in liver cells isolated from healthy humans exposed to endotoxins [7]. GO analysis indicated that mitochondrial structure proteins were significantly down-regulated, suggesting that mitochondrial structural damage plays an important role in metabolic decline. We suspected that as a result of the serious damage to the mitochondrial structure, the biological processes and molecular functions related to the respiratory chain were also significantly altered; oxidative phosphorylation was also significantly altered, ultimately leading to insufficient energy production and vascular function damage. This was the most prominent change observed in sepsis.

Increasing evidence has shown that lncRNAs play vital roles in sepsis-induced organ dysfunction, including vascular tissue damage. Therefore, we conducted a microarray analysis of the lncRNAs in the aortas of model rats with LPS-induced sepsis to identify the relevant lncRNAs. We performed a qRT-PCR validation of the 20 lncRNAs with the most significantly altered expression and selected 12 of the validated lncRNAs for further analysis. We conducted CNC and ceRNA analyses of these 12 lncRNAs. We then performed GO and KEGG analyses of the predicted target genes to identify the molecules and pathways regulated by these DE lncRNAs.

Next, these 12 DE lncRNAs and mRNAs were subjected to CNC network analysis; we first determined the altered mRNAs related to these 12 lncRNAs. The CNC network analysis revealed potential regulatory relationships between mRNAs and these 12 lncRNAs. Interestingly, the predicted mRNAs were highly consistent with the DE mRNA analysis. The KEGG analysis revealed significant enrichment in oxidative phosphorylation and the citrate cycle (TCA cycle). The biological processes oxidation–reduction process, generation of precursor metabolites and energy, cellular respiration, electron transport chain, and respiratory electron transport chain had high enrichment scores. The top nine enriched cellular components were all related to mitochondrial structure. The top three enriched molecular functions were oxidoreductase, electron transfer, and catalytic activities. These results suggest that the most significant DE lncRNAs were involved in energy metabolism. In other words, the regulation of lncRNA levels might be an important mechanism by which sepsis leads to energy metabolism dysfunction in vascular tissue. This indicates that lncRNAs may be key players in sepsis-related vascular damage.

LncRNAs regulate mRNA expression in several ways. One of the primary mechanisms by which lncRNAs alter the expression of downstream mRNAs is by sponging regulatory miRNAs, thus reducing their levels. Therefore, we performed a ceRNA analysis of the 12 lncRNAs and DE mRNAs in the hope of identifying the mRNAs that are regulated by miRNAs. KEGG and GO analyses of these mRNAs revealed that five of the top ten enriched cellular components were related to mitochondrial structure, and oxidoreductase activity was the most enriched molecular function, suggesting that the altered mitochondrial structure was regulated by lncRNA–miRNA interaction. In addition, the KEGG analysis showed that several inflammation-related pathways were highly enriched, including the NF-κB, chemokine, and TNF signalling pathways. These results suggest that although lncRNAs regulate many mRNAs related to energy metabolism, lncRNA–miRNA–mRNA interaction is not the main way. LncRNAs can regulate the mRNAs involved in energy metabolism in other ways. However, lncRNA–miRNA–mRNA interactions may be involved in the inflammatory response. The mechanisms by which lncRNAs regulate mRNAs related to energy metabolism require further study.

The cardiovascular system is essential for maintaining adequate organ perfusion. Therefore, cardiovascular dysfunction has a direct impact on sepsis. Severe circulatory system dysfunction is closely associated with cell metabolism disorders. Multiple organ failure caused by septicaemia is often accompanied by only limited cell death and frequent recovery of organ function, suggesting that metabolic shutdown, rather than structural damage, is the main cause [7]. Blood vessels require well-structured, functional mitochondria to ensure sufficient energy supply, normal physiological function, and adequate organ perfusion. However, in an inflammatory microenvironment, mitochondrial oxidative phosphorylation is disrupted, which reduces the supply of ATP [28–30]. Previous studies have shown aberrant energy metabolism in several organs during sepsis. For example, LPS-induced acute myocardial injury is mainly caused by mitochondrial damage [25]. The decrease in mitochondrial respiration leads to excess ROS generation, causing oxidative damage to cells, which can result in cell death. When ATP is insufficient, a variety of cell death processes can occur, including necrosis, apoptosis, reticulum, pyroptosis, and autophagy-induced cell death, causing organ damage [31]. This reduction in ATP generation leads to a bioenergy deficit. It has long been viewed as a critical factor in sepsis-induced organ failure. Our high-throughput mRNA sequencing revealed significant energy metabolism damage in the aortic tissue, including mitochondria structural damage and aberrant mitochondrial dynamics. We suspect that insufficient energy production in vascular tissue damages smooth muscle cells, directly leading to vascular relaxation and hypotension. Insufficient energy production can also damage vascular endothelial cells, cause disseminated intravascular coagulation, and eventually lead to multiple organ failure [32]. Some studies have shown that energy-related treatments such as β-receptor blockers can improve the outcomes of patients with heart failure [3]. Therefore, drugs that improve energy metabolism may also be helpful in the treatment of septic shock. Our high-throughput lncRNA sequencing showed that lncRNAs are the main regulators of this process and that miRNAs are also involved. Thus, further research is warranted.

This study has some limitations. We tested vascular tissue, but we did not isolate a smooth muscle, endothelial tissues, or other vascular cells. Therefore, we could not state which cell types were altered; thus, more detailed research is needed in the future.

## Conclusions

MTFP1 was the most significantly down-regulated mRNA in the aortic tissue of rats with LPS-induced sepsis. We found that pathways related to mitochondrial structure, function, and energy metabolism were significantly down-regulated in the septic model rats. CNC and ceRNA analysis showed that 12 validated lncRNAs were the main factors regulating abnormal energy metabolism, including mitochondrial structure damage and aberrant mitochondrial dynamics. LncRNA–miRNA–mRNA interactions may be involved in the inflammatory response in sepsis. In addition to expanding our understanding of the pathogenesis of sepsis, our functional lncRNA prediction may provide new treatment targets, such as energy-related targets, which may improve the prognosis of patients with septic shock.

## Supplementary Information

**Additional file 1: Table S1.** The detailed information of the top ten up-regulated and top ten down-regulated lncRNAs. **Table S2. **The detailed information of the top ten up-regulated and top ten down-regulated mRNAs. **Table S3. **Primers for LncRNAs validated by qRT-PCR. **Table S4.** Primers for mRNAs validated by qRT-PCR. **Fig. S1.** Verify the sepsis model. (a) Effect of LPS on serum C-reactive protein. Effect of LPS on in vitro vascular (b) contraction reactivity and (c) relaxation responses. n = 4. * *P* < 0.05, significant from the control and LPS group. LPS, Lipopolysaccharide. **Fig. S2.** Systematic analysis of significantly differentially expressed lncRNAs and mRNA in aorta tissue. Heat maps showing the expression profiles of (a) lncRNAs and (b) mRNAs; Volcano plots presenting differences in the expression of (c) lncRNAs and (d) mRNAs between the LPS and control groups. Values plotted on the x- and y-axes represent the averaged normalised signal values of each group (log2-scaled). LPS, Lipopolysaccharide. **Fig. S3.** The distribution of DE lncRNAs and DE mRNAs on chromosomes. (a, b) Circos plots representing the distribution of DE lncRNAs and DE mRNAs on chromosomes. The outer layer cycle is the chromosome map of the human genome. The inner layers represent the distribution of DE mRNAs and DE lncRNAs on different chromosomes, respectively. Red and green colors represent up- and down-regulation, respectively. Ctrl, control; DE, differentially expressed. **Fig. S4.** Functional analysis of the differentially expressed mRNAs and lncRNAs. (a) up-regulated (b) and down-regulated DE mRNAs. Gene Ontology analyses. **Fig. S5.** Protein and protein interaction of differentially expressed mRNAs. (a) Top 100 DE mRNAs PPI analysis with high confidence ≥0.7, (b) A significant module with 10 nodes was identified by MCODE (score = 9.556). Red nodes represent up-regulated DE mRNAs and green represent down-regulated DE mRNAs. DE, differentially expressed. **Fig. S6.** Validation of the expression of DE lncRNAs and DE mRNAs by qRT-PCR. (a) expression of lncRNA, (b) expression of mRNA. n=5, * *P *< 0.05 and ** *P* < 0.01. DE, differentially expressed. qRT-PCR, quantitative real-time polymerase chain reaction.

## Data Availability

The dataset supporting the conclusions of this article is available in the Gene Expression Omnibus repository, unique persistent identifier and hyperlink to dataset in https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144439*.*

## Abbreviations

ceRNA: Competitive endogenous RNA
CNC: Coding/noncoding gene co-expression
DE: Differentially expressed
GO: Gene ontology
KEGG: Kyoto encyclopedia of genes and genomes
LPS: Lipopolysaccharide
MTFP1: Mitochondrial fission process 1
PPI: Protein–protein interaction
qRT-PCR: Quantitative real-time polymerase chain reaction
MAP: Mean arterial blood pressures

# Supplementary material for: LncRNA–mRNA expression profile and functional network of vascular dysfunction in septic rats
**Source:** Eur J Med Res. 2023 Jan 7;28:11. doi: 10.1186/s40001-022-00961-z

##### Additional file

**Table S1.** The detailed information of the top ten up-regulated and top ten down-regulated lncRNAs

**Table S2.** The detailed information of the top ten up-regulated and top ten down-regulated mRNAs

**Table S3.** Primers for LncRNAs validated by qRT-PCR

**Table S4.** Primers for mRNAs validated by qRT-PCR

**Fig. S1 Verify the sepsis model.** (a) Effect of LPS on serum C-reactive protein. Effect of LPS on in vitro vascular (b) contraction reactivity and (c) relaxation responses. n = 4. * *P* < 0.05, significant from control and LPS group. LPS, Lipopolysaccharide.

**Fig. S2 Systematic analysis of significantly differentially expressed lncRNAs and mRNA in arota tissue.** Heat maps showing the expression profiles of (a) lncRNAs and (b) mRNAs; Volcano plots presenting differences in the expression of (c) lncRNAs and (d) mRNAs between the LPS and control groups. Values plotted on the x- and y-axes represent the averaged normalized signal values of each group (log2-scaled). LPS, Lipopolysaccharide.

**Fig. S3** **The distribution of DE lncRNAs and DE mRNAs on chromosomes.** (a, b) Circos plots representing the distribution of DE lncRNAs and DE mRNAs on chromosomes. The outer layer cycle is the chromosome map of the human genome. The inner layers represent the distribution of DE mRNAs and DE lncRNAs on different chromosomes, respectively. Red and green colors represent up and down regulation, respectively. Ctrl, control; DE, differentially expressed.

**Fig. S4** **Functional analysis of the differentially expressed mRNAs and lncRNAs.** (a) up--regulated (b) and down-regulated DE mRNAs. Gene Ontology analyses. DE, differentially expressed.

**Fig. S5 Protein and protein interaction of differentially expressed mRNAs. (**a) Top 100 DE mRNAs PPI analysis with high confidence ≥0.7, (b) A significant module with 10 nodes were identified by MCODE (score = 9.556). Red nodes represent up-regulated DE mRNAs and green represent down-regulated DE mRNAs. DE, differentially expressed.

**Fig. S6 Validation of the expression of DE lncRNAs and DE mRNAs by qRT-PCR**. (a) expression of lncRNA, (b) expression of mRNA. n=5, * *P* < 0.05 and ** *P* < 0.01. DE, differentially expressed. qRT-PCR, quantitative real-time polymerase chain reaction.

**Table S1.** The detailed information of the top ten up-regulated and top ten down-regulated lncRNAs

| **Probe Name** | **Transcript ID** | **P-value** | **Fold Change** | **Regulation** | **chrom** | **Gene Symbol** | **RNA length** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ASRNV20032326V3 | XR_592112 | 7.84928E-07 | 14.0 | up | chr4 | LOC102546951 | 1779 |
| ASRNV20028780V3 | XR_349314 | 4.40375E-05 | 9.0 | up | chr9 | LOC102555426 | 2358 |
| ASRNV20035412V3 | XR_596552 | 0.000444309 | 7.3 | up | chr16 | LOC103694005 | 5722 |
| ASRNV20029779V3 | XR_362127 | 4.1035E-05 | 7.3 | up | chr20 | LOC102548205 | 2545 |
| ASRNV20034443V3 | XR_594785 | 0.01434769 | 5.8 | up | chr15 | LOC102547310 | 546 |
| ASRNV20032789V3 | XR_592660 | 0.002470748 | 5.5 | up | chr5 | LOC103692427 | 2960 |
| ASRN6LNC1A100001625V3 | ENSRNOT00000089798 | 0.000140202 | 5.0 | up | chr6 | AABR07064635.1 | 417 |
| ASRNV20028808V3 | XR_349493 | 0.000607758 | 4.2 | up | chr2 | LOC102556643 | 279 |
| ASRN6LNC1A100000947V3 | ENSRNOT00000077237 | 9.75768E-06 | 4.2 | up | chr6 | AABR07065530.1 | 306 |
| ASRNV20029280V3 | XR_355499 | 0.000354279 | 3.5 | up | chr7 | LOC102549714 | 519 |
| ASRN6LNC1A100027144V3 | ENSRNOT00000086932 | 0.002977343 | 4.8 | down | chr1 | AABR07001210.1 | 584 |
| ASRN6LNC1A100005564V3 | ENSRNOT00000083801 | 0.011441272 | 4.7 | down | chr18 | AABR07031526.1 | 618 |
| ASRN6LNC1A100001672V3 | ENSRNOT00000083119 | 0.002410818 | 4.0 | down | chr7 | AC141997.1 | 2600 |
| ASRNV20030205V3 | XR_589510 | 0.029284109 | 3.9 | down | chr9 | LOC103690664 | 1799 |
| ASRN6LNC1A100002652V3 | ENSRNOT00000079370 | 0.013060872 | 3.9 | down | chr7 | AABR07057628.1 | 439 |
| ASRNV20035815V3 | XR_597034 | 0.012228722 | 3.8 | down | chr18 | LOC103694232 | 351 |
| ASRN6LNC1A100005915V3 | ENSRNOT00000079309 | 0.020367365 | 3.6 | down | chr14 | AABR07015705.1 | 663 |
| ASRNV20030598V3 | XR_590074 | 0.002431442 | 3.5 | down | chr1 | LOC102548473 | 627 |
| ASRNV20027970V3 | XR_344417 | 0.017788084 | 3.3 | down | chr2 | LOC102550008 | 556 |
| ASRNV20026821V3 | XR_086340 | 0.002029692 | 2.9 | down | chr9 | LOC301444 | 328 |

**Table S2.** The detailed information of the top ten up-regulated and top ten down-regulated mRNAs

| **Probe Name** | **Transcript_ID** | **P-value** | **Fold Change** | **Regulation** | **chrom** | **Gene Symbol** | **RNA length** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ASRN6AP1B100050044V3 | ENSRNOT00000073796 | 0.00133364 | 19.1 | down | chr6 | Adssl1 | 1797 |
| ASRN6AP1B100083221V3 | ENSRNOT00000078571 | 0.00088096 | 5.0 | down | chr8 | Cib2 | 1408 |
| ASRN6AP1B100026850V3 | ENSRNOT00000019679 | 0.00192379 | 7.4 | down | chr1 | Cox8b | 319 |
| ASRN6AP1B100008547V3 | ENSRNOT00000017325 | 0.00482482 | 16.1 | down | chr5 | Fabp3 | 763 |
| ASRN6AP1B100014982V3 | ENSRNOT00000005768 | 8.898E-06 | 23.8 | down | chr13 | Lrrc52 | 1421 |
| ASRN6AP1B100014985V3 | ENSRNOT00000006160 | 0.00054643 | 6.2 | down | chr14 | Mtfp1 | 1362 |
| ASRN6AP1B100047894V3 | ENSRNOT00000009683 | 0.00020504 | 17.8 | down | chr5 | Nr0b2 | 1111 |
| ASRN6AP1B100030437V3 | ENSRNOT00000018447 | 0.00584211 | 12.5 | down | chr1 | Scd | 4475 |
| ASRN6AP1B102485728V3 | ENSRNOT00000092278 | 9.7713E-05 | 21.1 | down | chr1 | Shank2 | 1061 |
| ASRN6AP1B100029412V3 | ENSRNOT00000004900 | 3.5713E-06 | 10.0 | down | chr19 | Ucp1 | 1198 |
| ASRN6AP1B101943841V3 | ENSRNOT00000073042 | 6.2085E-07 | 51.1 | up | chr9 | C3 | 5188 |
| ASRN6AP1B100018098V3 | ENSRNOT00000000256 | 7.6571E-07 | 107.5 | up | chr10 | Ccl7 | 850 |
| ASRN6AP1B100051090V3 | ENSRNOT00000003778 | 1.3897E-08 | 105.8 | up | chr14 | Cxcl1 | 926 |
| ASRN6AP1B100044615V3 | ENSRNOT00000013732 | 1.2807E-07 | 76.0 | up | chr4 | Il6 | 1045 |
| ASRN6AP1B102443765V3 | ENSRNOT00000058479 | 1.8267E-07 | 162.6 | up | chr11 | Kng1 | 1299 |
| ASRN6AP1B100084666V3 | ENSRNOT00000018776 | 1.2357E-06 | 46.0 | up | chr3 | Lcn2 | 889 |
| ASRN6AP1B100029814V3 | ENSRNOT00000010454 | 4.5866E-07 | 60.3 | up | chr5 | Orm1 | 1020 |
| ASRN6AP1B100012079V3 | ENSRNOT00000015473 | 9.2652E-05 | 36.4 | up | chr2 | S100a8 | 377 |
| ASRN6AP1B100001211V3 | ENSRNOT00000015351 | 0.00010394 | 20.8 | up | chr2 | S100a9 | 528 |
| ASRN6AP1B100060870V3 | ENSRNOT00000054932 | 3.8726E-07 | 42.0 | up | chr10 | Sectm1b | 1160 |

**Table S3.** Primers for LncRNAs validated by qRT-PCR

| **Gene** | **Forward and Reverse primer sequence** |
| --- | --- |
| GAPDH(RAT) | F:5’ GCTCTCTGCTCCTCCCTGTTCTA3'  R:5’ TGGTAACCAGGCGTCCGATA3’ |
| XR_592112 | F:5' GTCTGTCCCCTCACTTCTGTC 3’  R:5’ TAGCCCCATCACTTAGCATTA 3’ |
| XR_349314 | F:5' ACTCATTGGTCGCTCCTTACT 3’  R:5’ CTGTGTCCTGGGGGTAGATT 3’ |
| XR_596552 | F:5' GTAAGTAAGAGGTCATTGCCCA 3’  R:5’ TTTCCTCTCCAACCCTCTATG 3’ |
| XR_362127 | F:5' TATTTTCCACATCTGATTTCCG 3’  R:5’ CGCACATACCTCTTTCGTTTC 3’ |
| XR_594785 | F:5' GGAACATTTATTAATGGTGTGTATT3’  R:5’ CCAAAGACACACGTTAGACCTG 3’ |
| XR_592660 | F:5' CTCCCTAAAATCTGACGCTG3’  R:5’ ATCTCTCTGAACTCCAACTTCC 3’ |
| ENSRNOT00000089798 | F:5' TGTCTTGAACTTGTTACCATCC 3’  R:5’ TGAGAAGGTTGCTGTAGTCCC 3’ |
| XR_349493 | F:5' CCACAGCCCTGATTTTACTGTG 3’  R:5’ TCTCTCCAAACGGCTCTCTG 3’ |
| ENSRNOT00000077237 | F:5' TGCCTGGGTAGAAATAAGACAC 3’  R:5’ ATCCATCATTACCTGCCACA 3’ |
| ENSRNOT00000086932 | F:5' ATGAAGTGGATGCATTCAGGTCT 3’  R:5’ CATGGAACGAAAGGTGGCAA 3’ |
| ENSRNOT00000083801 | F:5' CCTTCTCCTGGTTCTGGTATTA 3’  R:5’ CATCTTTTCTCAACAGAGTCTCAC 3’ |
| ENSRNOT00000083119 | F:5' TGATCAAAGTACATTGGACCGG 3’  R:5’ CTTCGTTATTTTGGAACCCGTT 3’ |
| XR_589510 | F:5' TGAATGCTGTCTGGGGCTAAC 3’  R:5’ GCTGTTGGCACATTCTGATCTT 3’ |
| ENSRNOT00000079370 | F:5' TTGAGTGAAGAGAAGTCTGGCA 3’  R:5’ CGTGATTTTTGAAACTGAGTGTG 3’ |
| XR_597034 | F:5' GGCTTCCGCTTTCCTGTTA 3’  R:5’ GCTGCCTGATCTTCTATCTACCA 3’ |
| ENSRNOT00000079309 | F:5' TCTGAAACTGCCAGGAAGAA 3’  R:5’ GGTGCTGATTTGGTACTAAAGG 3’ |
| XR_590074 | F:5' TGCTAGGGCTACAGGTGTAAGC 3’  R:5’ GAGATAGAAGGGGGAATGGGAC 3’ |
| XR_355499 | F:5' GCCATACAATGTGCGAAGAGAAG 3’  R:5’ GTTTGAGGGGAAAGCAAGGAAG 3’ |
| XR_344417 | F:5' AAGCTAACATCCCACTACATGC3’  R:5’ GGTAGCCCAAGAGGAAATCA 3’ |
| XR_086340 | F:5' CTGTGGGTGACATAAATACAGATA 3’  R:5’ CTCTTTTACCCTTTTCCACATA 3’ |

**Table S4.** Primers for mRNAs validated by qRT-PCR

| **Gene** | **Forward and Reverse primer sequence** |
| --- | --- |
| GAPDH(RAT) | F:5’ GCTCTCTGCTCCTCCCTGTTCTA3'  R:5’ TGGTAACCAGGCGTCCGATA3’ |
| Kng1 | F:5’ TTTTTGGCAAAACAATTCCTCA 3’  R:5’ GCAGTCCATTTCCTGGGCA 3’ |
| Ccl7 | F:5’ CGCTTCTGTGTGTGCTGCTCA 3’  R:5’ GCCTCCTCAACCCACTTCTG 3’ |
| Cxcl1 | F:5’ GTGTTTTGTGTTAGGGTGAGG 3’  R:5’ GACGAGAAGGAGCATTGGTTA 3’ |
| Il6 | F:5’ TCAGAGCAATACTGAAACCCTA 3’  R:5’ TCCTTAGCCACTCCTTCTGT 3’ |
| Orm1 | F:5’ ACTTCGGGAGTTTCAGACCAC 3’  R:5’ CTTCAGCACTATCAAATGGGC 3’ |
| C3 | F:5’ TGGACCATAGAAGAGTTGAA 3’  R:5’ CACAGAGTAGGGCAGTCG 3’ |
| Lcn2 | F:5’ CGTCACTTCCATCCTCGTCA 3’  R:5’ CTGGTCGTAGTCAGTGTCGG 3’ |
| S100a8 | F:5’ GGGAATCACCATGCCCTCTAC 3’  R:5’ GCCCACCCTTATCACCAACAC 3’ |
| S100a9 | F:5’ GGCACGAGCTCCTTAGCTTT 3’  R:5’ GGTTTGTGTCCAGGTCCTCC 3’ |
| Lrrc52 | F:5’ AGTGGAAACCCGTGGAAGTG 3’  R:5’ CTCCGTACACGTGGCATTCT 3’ |
| Shank2 | F:5’ TACCCCCATTGAGGAATTCAC 3’  R:5’ CAATCAAGAAGTCCCCGGTC 3’ |
| Adssl1 | F:5’ TGACCACGGGCAGGAAGA 3’  R:5’ GTTAGCAGGGAAGTAGGGGAT 3’ |
| Nr0b2 | F:5’ GGCACTATCCTCTTCAACCCA 3’  R:5’ GGAAGCCATGAGGAGGATTCG 3’ |
| Fabp3 | F:5’ AGGTGGCTAGCATGACCAAG 3’  R:5’ GTCCCACTTCTGCACATGGA 3’ |
| Scd | F:5’ ACATCCGTCCTGAAATGAGA 3’  R:5’ AGGGCACTGATAAGGTAGTAAA 3’ |
| Ucp1 | F:5’ GCCTAGCAGACATCATCACCT 3’  R:5’ CCAGCCGAGATCTTGCTTCC 3’ |
| Cox8b | F:5’ CACTTCTGCCATGGATCAGG 3’  R:5’ GGAACCATGAAGCCAGCGAT 3’ |
| Mtfp1 | F:5’ TGTCATTGTCCACCCCATTGA 3’  R:5’ GAGCCACGTAGCCATGTTCTT 3’ |
| Cib2 | F:5’ TACCAGGACTGCACTTTCTTCA 3’  R:5’ ACGATGGGGCTCTTCCTGTA 3’ |
| Sectm1b | F:5’ CTCCAGGAAACTACTCTAAGGAC 3’  R:5’ CTGGTTGTCAGTGGCTAGACC 3’ |

**Fig. S1 Verify the sepsis model.** (a) Effect of LPS on serum C-reactive protein. Effect of LPS on in vitro vascular (b) contraction reactivity and (c) relaxation responses. n = 4. * *P* < 0.05, significant from control and LPS group. LPS, Lipopolysaccharide.

**

**

**Fig. S2 Systematic analysis of significantly differentially expressed lncRNAs and mRNA in arota tissue.** Heat maps showing the expression profiles of (a) lncRNAs and (b) mRNAs; Volcano plots presenting differences in the expression of (c) lncRNAs and (d) mRNAs between the LPS and control groups. Values plotted on the x- and y-axes represent the averaged normalized signal values of each group (log2-scaled). LPS, Lipopolysaccharide.

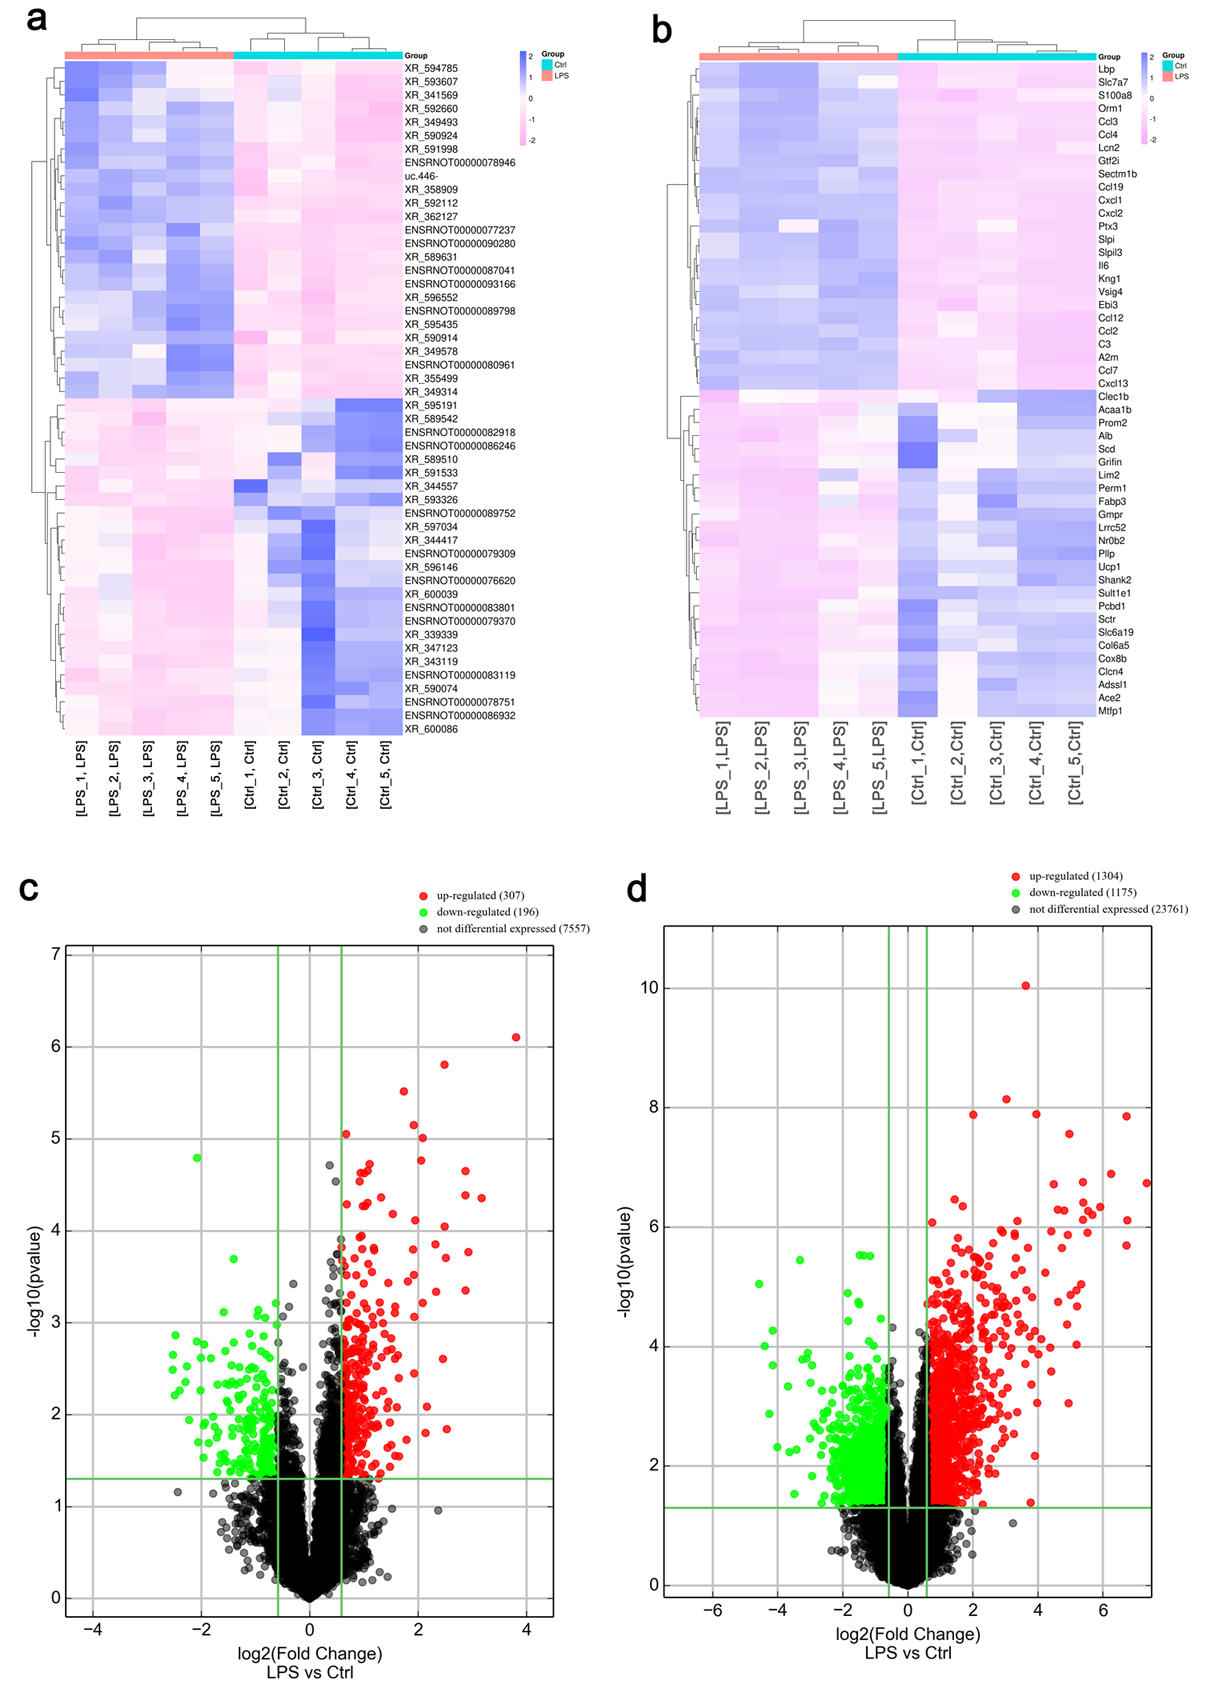

**Fig. S3** **The distribution of DE lncRNAs and DE mRNAs on chromosomes.** (a, b) Circos plots representing the distribution of DE lncRNAs and DE mRNAs on chromosomes. The outer layer cycle is the chromosome map of the human genome. The inner layers represent the distribution of DE mRNAs and DE lncRNAs on different chromosomes, respectively. Red and green colors represent up and down regulation, respectively. Ctrl, control; DE, differentially expressed.

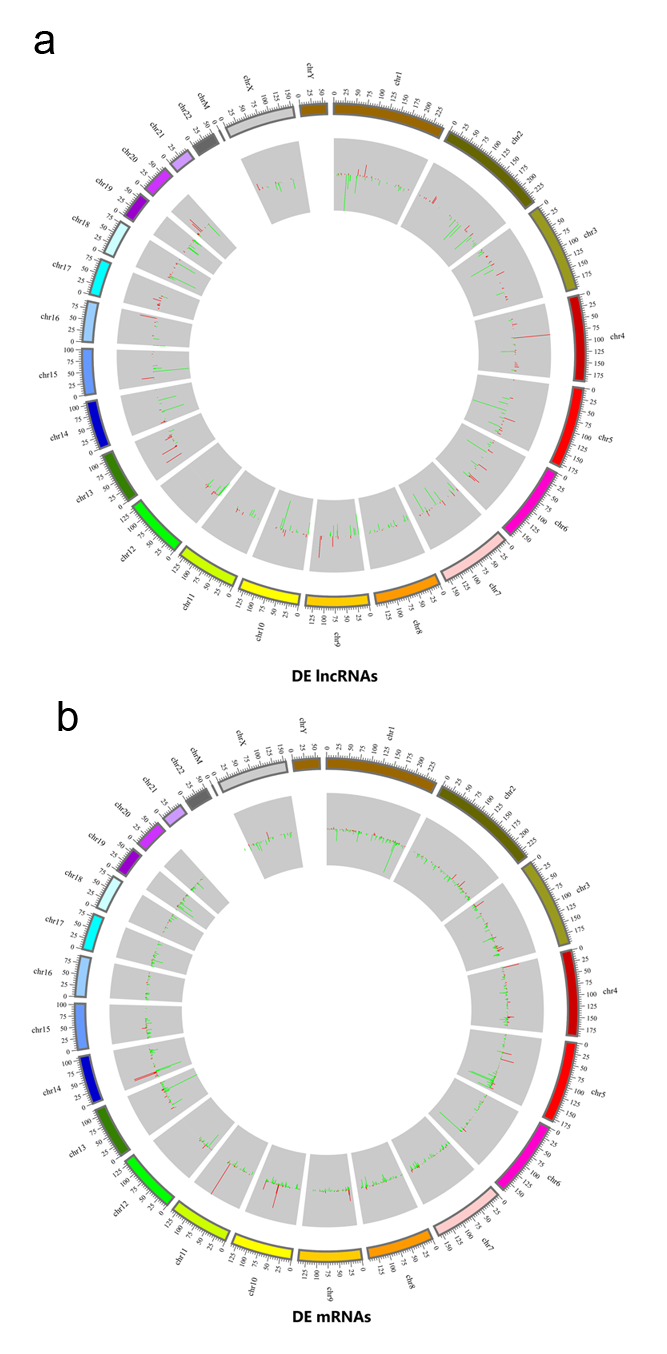

**Fig. S4** **Functional analysis of the differentially expressed mRNAs and lncRNAs.** (a) up--regulated (b) and down-regulated DE mRNAs; Gene Ontology analyses. DE, differentially expressed.

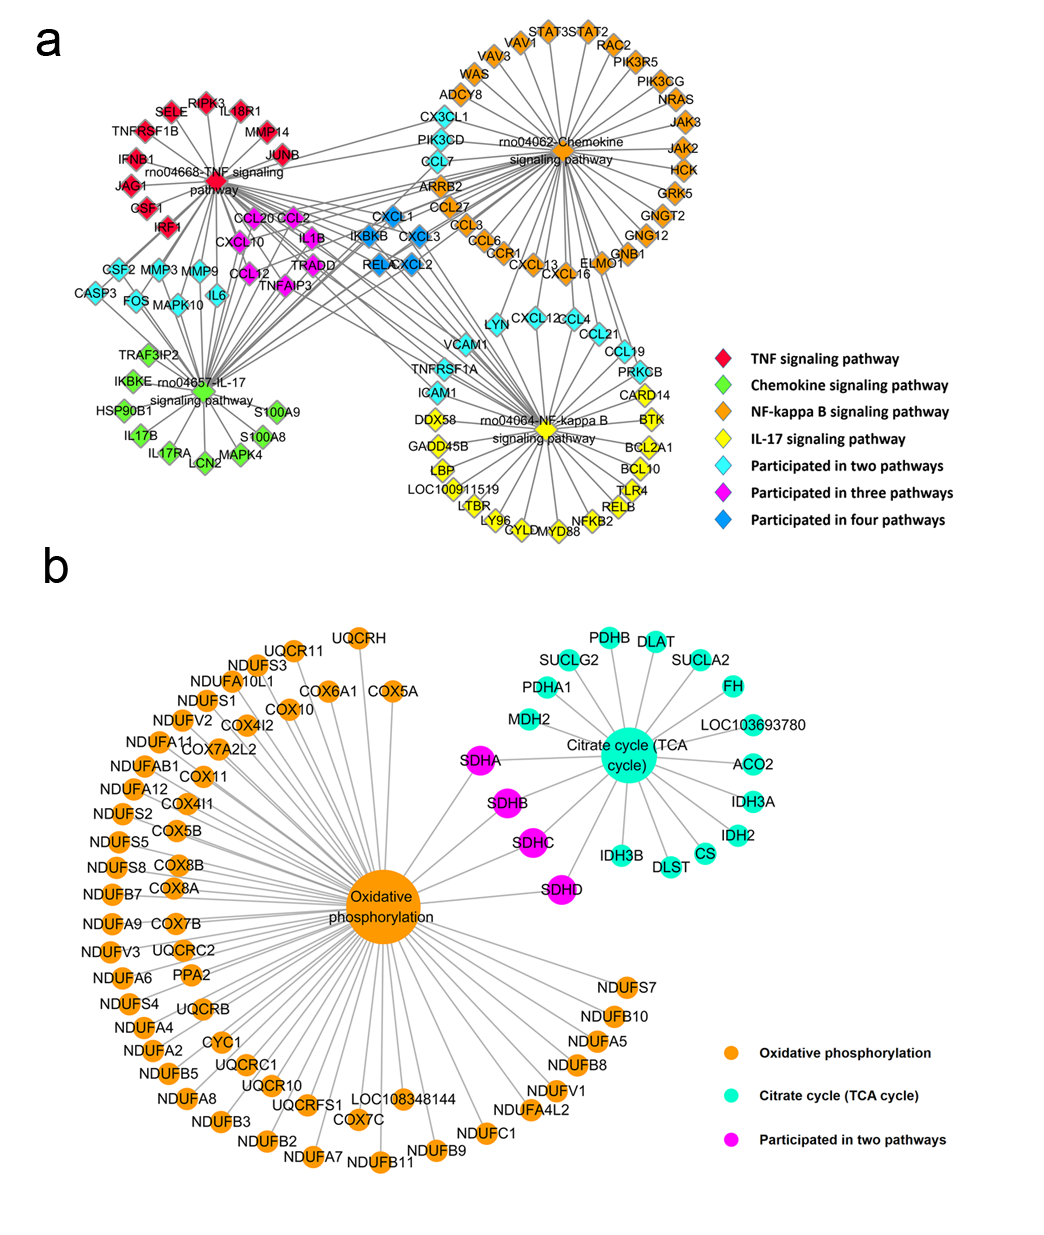

**Fig. S5 Protein and protein interaction of differentially expressed mRNAs. (**a) Top 100 DE mRNAs PPI analysis with high confidence ≥0.7, (b) A significant module with 10 nodes were identified by MCODE (score = 9.556). Red nodes represent up-regulated DE mRNAs and green represent down-regulated DE mRNAs. DE, differentially expressed.

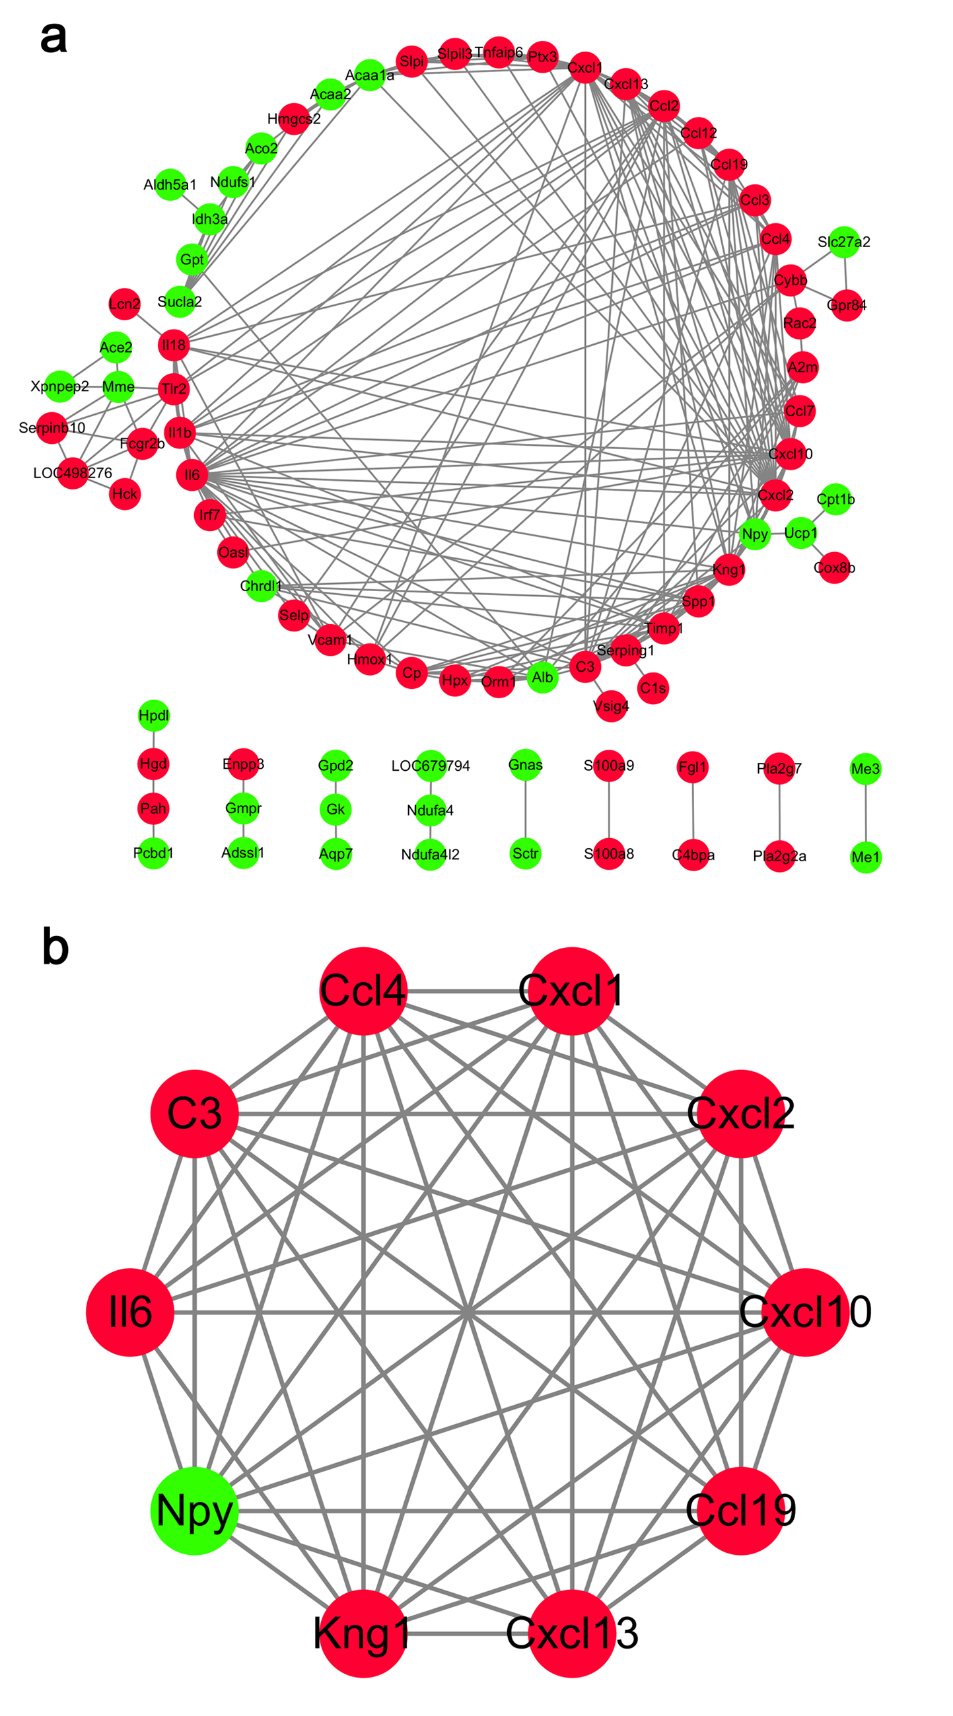

**Fig. S6 Validation of the expression of DE lncRNAs and DE mRNAs by qRT-PCR**. (a) expression of lncRNA, (b) expression of mRNA. n=5, * *P* < 0.05 and ** *P* < 0.01. DE, differentially expressed. qRT-PCR, quantitative real-time polymerase chain reaction.

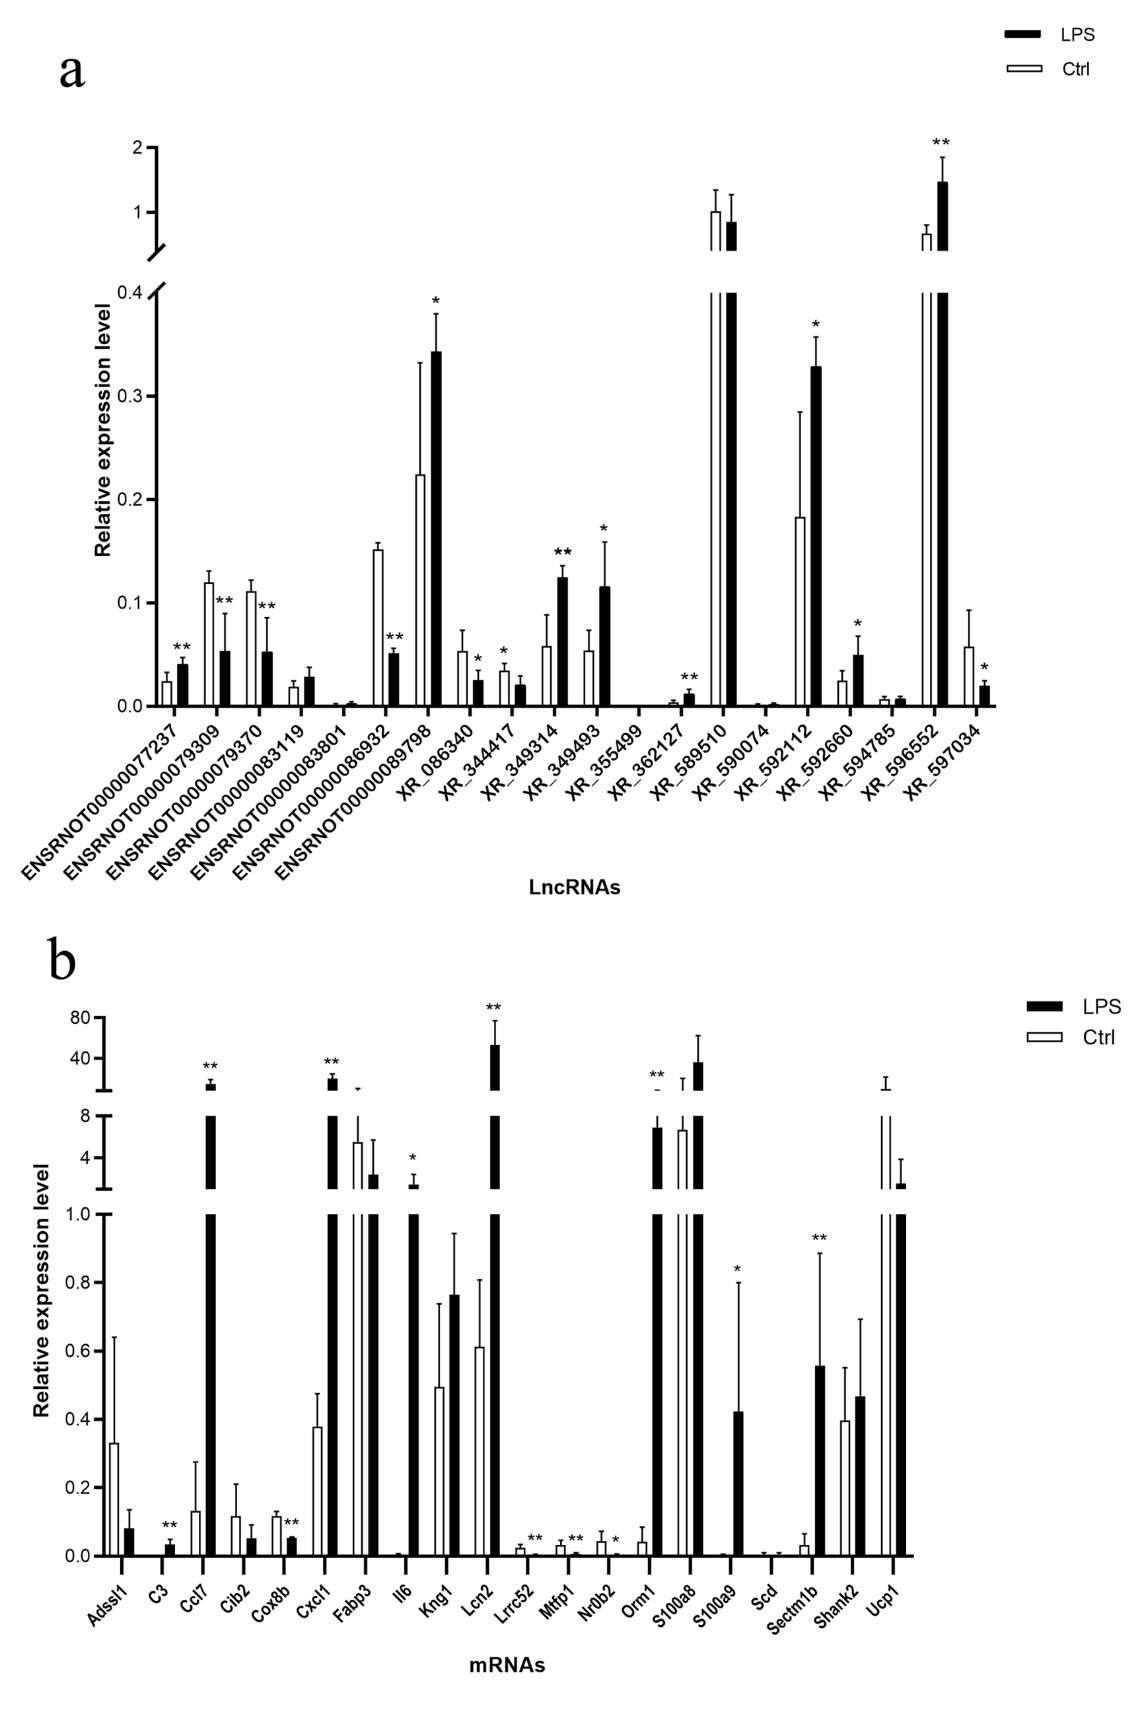

**Supplement:** Supplementary file 1 — Additional file 1: Table S1. The detailed information of the top ten up-regulated and top ten down-regulated lncRNAs. Table S2. The detailed information of the top ten up-regulated and top ten down-regulated mRNAs. Table S3. Primers for LncRNAs validated by qRT-PCR. Table S4. Primers for mRNAs validated by qRT-PCR. Fig. S1. Verify the sepsis model. (a) Effect of LPS on serum C-reactive protein. Effect of LPS on in vitro vascular (b) contraction reactivity and (c) relaxation responses. n = 4. * P < 0.05, significant from the control and LPS group. LPS, Lipopolysaccharide. Fig. S2. Systematic analysis of significantly differentially expressed lncRNAs and mRNA in aorta tissue. Heat maps showing the expression profiles of (a) lncRNAs and (b) mRNAs; Volcano plots presenting differences in the expression of (c) lncRNAs and (d) mRNAs between the LPS and control groups. Values plotted on the x- and y-axes represent the averaged normalised signal values of each group (log2-scaled). LPS, Lipopolysaccharide. Fig. S3. The distribution of DE lncRNAs and DE mRNAs on chromosomes. (a, b) Circos plots representing the distribution of DE lncRNAs and DE mRNAs on chromosomes. The outer layer cycle is the chromosome map of the human genome. The inner layers represent the distribution of DE mRNAs and DE lncRNAs on different chromosomes, respectively. Red and green colors represent up- and down-regulation, respectively. Ctrl, control; DE, differentially expressed. Fig. S4. Functional analysis of the differentially expressed mRNAs and lncRNAs. (a) up-regulated (b) and down-regulated DE mRNAs. Gene Ontology analyses. Fig. S5. Protein and protein interaction of differentially expressed mRNAs. (a) Top 100 DE mRNAs PPI analysis with high confidence ≥0.7, (b) A significant module with 10 nodes was identified by MCODE (score = 9.556). Red nodes represent up-regulated DE mRNAs and green represent down-regulated DE mRNAs. DE, differentially expressed. Fig. S6. Validation of the expression of DE ln

How the deposited data were processed for this re-analysis (not part of the article)

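Gene expression was measured in the aortas of 5 rats given LPS and 5 control rats with 10 single-colour Agilent arrays. The deposited scanner files hold intensity values per spot. The authors obtained them with Agilent's feature extraction software, which corrects each spot for background within its array, and nothing was normalised between arrays. The authors also deposited a table of log2 values for 38802 probes. Its 25th, 50th, 75th and 90th percentiles differed by at most 0.00195 between arrays, as quantile normalisation gives, while the 10th percentile, where dim probes share a lowest value, differed by up to 0.228. Across probes, the lowest correlation of its values with the log2 of the scanner intensity of an array was 0.990. The paper's text does not name the normalisation, and the table was used as an alternative.

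Conditions and rat numbers were taken from the sample labels and the paper. Spots other than controls were kept (41800 per array, for 38804 probes), and spots that the software marks as non-uniform or population outliers were left out, between 92 and 164 per array. The log2 of the background-corrected intensity was taken, the 75th percentile of each array was subtracted, and the spots of a probe were averaged. Probes well above background on at least 5 of the 10 arrays were tested. Probe names divide the array into 28287 mRNA probes, 9374 lncRNA probes, 959 probes whose names begin with uc. and 184 others, of which 26240, 7462, 598 and 145 passed the filter. Only mRNA and lncRNA probes were tested together. The arrays differ in signal. Between 79.6% and 92.6% of the probes of an array were well above background, and the 75th percentile of the intensity ranged from 190.3 to 453.7. The software's own error was 10.1% of the signal for the median spot, and the number of arrays limits the precision.

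The 45 pairs of arrays were compared with the spot errors, over spots well above background on all arrays. The arrays of LPS rats 1 and 3 and those of control rats 15 and 17 differed by no more than that error, while all other pairs differed by at least 3.99 times the squared error. Each of these pairs was averaged as 1 sample. This was decided after the data were examined and after the counts of differentially expressed probes had been seen with 10 arrays and with 8 samples. The design fixed before the data were examined used 10 separate arrays, and its values are given beside the main counts.

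The groups were compared with limma (version 3.58.1 in R 4.3.3, with lmFit and eBayes), with a Benjamini-Hochberg adjustment over all tested mRNA and lncRNA probes. A probe was called at an adjusted p under 0.05 and a fold change above 1.5. Single probes were also compared with exact two-sided permutation tests over all 70 relabellings of the 8 samples. Genes were named from Tables S1 and S2, for 40 probes. The rule for which genes the text names was fixed before the data were examined. It takes those the paper names in its text, tables and networks. It also takes the 10 probes in each direction and class with the largest log2 fold change among the called probes whose groups do not overlap. These probes were picked over the 8 samples, a setting chosen after the data were examined. A probe not well above background on any array of a group is given as a limit. Co-expression was counted as pairs with an absolute Pearson correlation of at least 0.9, before and after the group means were subtracted. Current symbols and gene types were looked up in the RefSeq annotation of GRCr8, from which no coordinates were taken.

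The limma step was tested on simulated values for the comparison of LPS with control over 8 samples and 33696 probes, with 200 probes raised or lowered by 2 or 3 on the log2 scale. It called 161 of the 200 and 15 unchanged probes. The comparison of arrays was tested on 38804 simulated probes with 1 array drawn as a repeat of another, which gave 0.993 for the repeat. The noise was drawn from the software's own spot errors, so a value near 1 follows by construction and checks only the calculation. The other pairs above 1 gave at least 2.02, and a pair under 1 would not have entered that minimum. The limit of 1 was therefore not tested independently.

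The alternatives were quantile normalisation, normexp background correction with an offset of 50, the authors' processed values, no filter and a stricter filter, the slide as a block, the methods' t-test with and without adjustment, limma without adjustment, a trended and robust prior, array weights and each array left out. For normexp the median intensity of each spot was used, because the mean intensity planned for it is not among the columns of the files. The settings of the study in combination, the slide as a random block, the uc. probes as lncRNAs and both arrays of a near-identical pair left out were added after the data were examined. Set tests of oxidative phosphorylation, adipocyte and other gene lists were planned and not run, because the files do not pair probes with genes. The 24 lists, written by hand and not taken from KEGG, were used only to say which genes of Table S2 they hold. Of these, the mitochondrial fission list holds Mtfp1, the brown adipocyte list Cox8b and Ucp1, and the neutrophil list S100a8 and S100a9. Gapdh, the internal control of the qRT-PCR, was not analysed here for the same reason. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.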

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

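Among 80 groups of 4 samples (40 named probes in the LPS and the control samples), a sample stood apart in 2, where chance gives about 4. ENSRNOT00000089798 was at -0.66 on the log2 scale in control rat 18, while the other control samples lay between 0.03 and 0.09. Its difference between LPS and control kept its direction and its call without control rat 18, with a log2 fold change of 2.04. S100a9 was at 4.51 in LPS rat 6, while the other LPS samples lay between 5.43 and 5.48, and all of them were above every control sample. Both probes were well above background on all arrays of their group, so a signal near background is excluded. The samples that stood apart differ between the probes, and their number is within what chance gives, so no biological explanation was tested.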

How the results depend on the processing

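The settings of the study in combination, the slide as a random block, the uc. probes as lncRNAs and the removal of both arrays of a near-identical pair were added after the data were examined, and so was the averaging of near-identical arrays in the main setting. The 10 separate arrays, with and without the slide as a block, are the design set before that. The set tests of oxidative phosphorylation and adipocyte genes were not run, because the files give no gene names. No paired analysis was possible because the groups share no rat numbers.

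The main counts were 201 mRNA probes and 32 lncRNA probes. They stayed within 1.5 times of these under quantile normalisation, the authors' processed values, no filter, the trended prior and array weights, and the mRNA count also under normexp and the stricter filter. For lncRNAs, normexp gave 14 and the filter on all arrays, which tests fewer probes, gave 18. Of the 233 probes called in the main setting, 1 mRNA and 4 lncRNA probes changed direction under normexp, none of them among the 40 of Tables S1 and S2, and the cause was not tested. Normexp also moved the median log2 fold change of all mRNA probes from 0.07 to -0.09 and of all lncRNA probes from 0.14 to -0.13.

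The threshold moved the counts far more. Without adjustment, limma gave 2444 mRNA (1573 up-regulated and 871 down-regulated) and 663 lncRNA probes, and the methods' t-test gave 1725 and 462. With adjustment the methods' t-test gave 41 and 7. Counting the 10 arrays separately gave 555 mRNA and 115 lncRNA probes, of which 201 and 31 were also called in the main setting. The settings of the study gave 2479 and 503 probes, 441 and 62 with Benjamini-Hochberg adjustment, and 1699 and 359 when the near-identical arrays were averaged without adjustment. The share of up-regulated probes was 91.4% in the main setting, 83.4% with 10 separate arrays and 54.0% under the settings of the study.

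With the slide as a block, 6 mRNA and 0 lncRNA probes were called (1537 and 390 at an unadjusted limma p under 0.05). That fit takes the group difference from slide 2 alone, with 2 LPS samples and 1 control sample. Over 10 separate arrays, the slide as a block gave 116 mRNA probes (48 up-regulated and 68 down-regulated) and 15 lncRNA probes (3 and 12), again from slide 2 alone, with 1 control array. As a random block, the slide gave 397 mRNA and 75 lncRNA probes. With each array left out in turn, the counts ranged from 91 to 269 for mRNAs and from 14 to 42 for lncRNAs. The lowest mRNA count came without LPS rat 7, the lowest lncRNA count without LPS rat 5 or LPS rat 7, and both highest counts without control rat 20. Without both LPS rats 1 and 3, 145 mRNA and 18 lncRNA probes were called, and without both control rats 15 and 17, 145 and 20. Fewer samples enter these fits.

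All 40 probes of Tables S1 and S2 kept their direction under quantile normalisation, normexp, the authors' values, the slide as a block in both forms, 10 separate arrays and each array left out. Of the 22 called, 19 were called with quantile normalisation, 20 with the authors' values and 2 with the slide as a block, or 10 with that block over 10 separate arrays. With LPS rat 7 left out 16 were called. The 10 up-regulated mRNAs were called with each array left out.

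Mtfp1 ranked 30 by p among down-regulated mRNAs. It ranked 786 with the slide as a block (685 over 10 separate arrays), 77 by the methods' t-test, 49 under the settings of the study and 88 when those settings used averaged near-identical arrays. It ranked 50 without LPS rats 1 and 3, 54 without control rats 15 and 17, and between 17 (without control rat 16) and 59 (without control rat 20) with 1 array left out. The cause was not tested.

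The 883 co-expressed pairs became 409 with Spearman's rho, 342 after the slide means were subtracted, 1766 with 10 separate arrays, 2935 with the mRNAs of the methods' t-test and 4941 under the settings of the study. The last 3 use longer lists of mRNAs. With 1 array left out the number ranged from 494 (without LPS rat 7) to 1317 (without control rat 20). Over both groups, quantile normalisation, normexp, the authors' values and the list without XR_597034 stayed within 1.5 times. After the group means were subtracted, 21 pairs passed. That number was 37 with quantile normalisation, 38 with the authors' values, 43 with Spearman's rho, 242 when the slide means were subtracted before the group means, 81 with 10 separate arrays, 500 with the mRNAs of the methods' t-test and 952 under the settings of the study. The last 3 use longer lists of mRNAs, and for the others the cause was not tested. The number was between 16 (without LPS rat 1) and 72 (without control rat 20) with 1 array left out.

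Signal over background limits what can be said of Il6, which was well above background on 2 of the 5 control arrays, and which the stricter filter removes.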

Differences from the paper's values

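The paper reports 1304 up-regulated and 1175 down-regulated mRNAs, 2479 in all, and the main setting called 182 and 19, 201 in all. For lncRNAs the paper reports 307 up-regulated and 196 down-regulated, 503 in all, and the main setting called 31 and 1, 32 in all. The alternatives were set before the data were examined, but their counts here use the averaged samples, a form chosen afterwards. Of these alternatives, the methods' t-test without adjustment came within 1.5 times of the paper for the up-regulated mRNAs (1240), all mRNAs (1725), the up-regulated lncRNAs (382) and all lncRNAs (462), and not for the down-regulated mRNAs (485) or lncRNAs (80). Limma without adjustment came within 1.5 times for the up-regulated (1573), down-regulated (871) and all mRNAs (2444), and for the down-regulated (151) and all lncRNAs (663), and not for the up-regulated lncRNAs (512). None of the other alternatives set before the data were examined, nor the 10 separate arrays of the design, came within 1.5 times of any of the 6 counts. The settings of the study, chosen after the values were seen, gave all 6 of the paper's counts exactly. They combine the authors' processed values, 10 separate arrays, the t-test that the paper's methods name, no adjustment, and the uc. probes counted as lncRNAs. With these settings and near-identical arrays averaged, also chosen after the values were seen, the counts were 1036 and 663 mRNAs and 239 and 120 lncRNAs.

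The fold changes of the 40 probes in Tables S1 and S2 were all within 1.5 times of the paper's in the main setting. With normexp 7 of them, and with the slide as a block 9 of them (12 over 10 separate arrays), differed by more than 1.5 times and by more than the larger SD of the groups. The tables list all 40 as differentially expressed, and 18 of them were not called in the main setting. Of these 18, limma without adjustment called 17 and the methods' t-test without adjustment 13. The 10 separate arrays, the design set before the data were examined, called 9. The settings of the study, chosen after the values were seen, called all 18, or 1 (Mtfp1) with adjustment, or 13 with near-identical arrays averaged. Without LPS rats 1 and 3, also chosen after the values were seen, XR_594785 was called. Cib2 and Mtfp1 were also called with the slide as a random block, which was chosen after the values were seen. Array weights and the fit without control rat 16 also called Mtfp1, and the fit without control rat 20 called XR_592660.

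The paper states that MTFP1 is the top down-regulated DE mRNA. It ranked 30 by p and 28 by fold change in the main setting, and was not the leading one in any setting tried, where its rank by p was 17 or lower down the list. In the paper's Table S2 it is the ninth of 10 by fold change. Fig. S5a colours Cox8b as up-regulated, while Table S2 gives it as down-regulated, and its log2 fold change here was -2.62. Fig. 4b joins XR_349314 to MTFP1 and not ENSRNOT00000079309. Over the 8 samples ENSRNOT00000079309 passed an absolute correlation of 0.9 and XR_349314 did not, and the settings of the study, chosen after the values were seen, gave the network of the figure.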

Other observations

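The tests of the count against other splits, of the slide as a block and of the group difference behind the co-expressed pairs were planned over 10 separate arrays, and their forms over 8 samples were chosen after the results were seen. The tests of the unadjusted counts, of the probes picked by slide, of the near-identical arrays, of the study's list of pairs, of the share of up-regulated probes and of Mtfp1 were chosen after the results were seen. Among these, the probes picked by slide were tested as 1 list, which held mainly up-regulated probes, before the directions were separated, and the relations of Mtfp1 were tested with Ucp1 and Cox8b before the other genes of Table S2. The near-identical arrays were compared by the share of probes over 2-fold before the most variable probes were used.

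The arrays of LPS rats 1 and 3, and those of control rats 15 and 17, are near-identical. The log2 intensities of the 2 pairs differed by more than 2-fold for 2.30% and 1.56% of probes well above background on all arrays, against 5.49% to 24.6% in the other 43 pairs. A shared slide is not enough to account for this, since the other pairs of 1 group on 1 slide gave at least 4.95 times the squared error. Normalisation is excluded by the authors' own values, in which the larger spread of the 2 pairs was 0.218 (the scaled median absolute difference, log2) and that of the closest other pair 0.404. If 1 RNA sample was hybridised to 2 arrays, the probes that vary most among the other rats should also be close within the pair. Over the 500 most variable probes of the other 8 arrays, the median difference was at most 0.175 in the 2 pairs and at least 0.400 in the others. A candidate explanation is therefore that each pair comes from 1 RNA sample. The array values do not tell this from 2 rats with unusually similar aortas, and no biological explanation was tested.

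The number of called probes is larger than other groupings of the samples give. Over the 10 separate arrays of the design, 1 of 100 of the 126 splits into 5 and 5, the real one, gave as many as 670 probes, the next giving 34, though these splits treat near-identical arrays as separate samples. Over 8 samples with adjustment, 1 of the 35 splits of the 8 samples into 4 and 4 gave as many as 233 probes, which is the real one, and the others gave 0 in limma, with a median of 1085 without adjustment. A count of that size by chance is unlikely there, though 1 of 35 (0.0286) is the smallest share that these splits allow. Without adjustment, 4 of the 35 splits gave as many as the real 3107, so chance cannot be excluded for that count. With the study's settings and near-identical arrays averaged, 3 of the 35 splits gave as many as the real 2058. In all 3 of the splits above 3107, the averaged LPS rats 1 and 3, LPS rat 6 and the averaged control rats 15 and 17 lay on the same side. These samples had the narrowest distributions of intensity, with interquartile ranges of 4.03, 4.12 and 4.11 on the log2 scale, against 4.20 to 4.58 in the others. The first principal component held 29.4% of the variance and did not separate the groups beyond chance (exact two-sided permutation test over 8 samples, p = 0.086). Over 10 separate arrays under the settings of the study, 1 of 100 of the 126 splits, the real one, gave as many as 2982 probes, the next giving 2848, but these splits treat near-identical arrays as separate samples.

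Slide and group overlap. With the slide as a block 131 probes were called over 10 separate arrays, 38.9% of them up-regulated, and 6 over 8 samples. Too few arrays stand behind these fits to tell slide from group for the count as a whole. Slides 1 and 3 were therefore compared first, with 3 control and 2 LPS samples, and the leading probes were read within slide 2, with 2 LPS samples and 1 control sample. Of the 100 leading up-regulated probes, 94 were also higher in LPS within slide 2, with a median log2 difference of 2.21, which argues against the slide as the whole cause for these 100. Over all 5767 probes that were higher by more than 1.5-fold between slides 1 and 3, 63.2% were also higher within slide 2, so for the up-regulated probes as a whole slide and group cannot be told apart, with 1 control sample on slide 2. Of the 100 leading down-regulated probes, 41 were lower in LPS within slide 2, with a median log2 difference of 0.20, and limma called none of the down-regulated probes between slides 1 and 3. Over all 3610 probes lower by more than 1.5-fold, 53.9% were also lower within slide 2. For the down-regulated probes, slide and group cannot be told apart, because few of them stand out between slides 1 and 3 and slide 2 holds 1 control sample. The share of up-regulated probes among those called was 91.9% with quantile normalisation, so array normalisation does not account for it. The slide is not excluded as a cause of that share.

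The co-expressed pairs of the main setting may come mostly from the difference between the groups. When the 8 samples were shuffled within each group, which keeps that difference, between 490 and 875 pairs passed, with a median of 677, against 883 observed. After the group means were subtracted, 21 pairs passed, of which 16 were among the 883. Of the 100 shuffles, 32 gave as many as 21 pairs after that subtraction, so these pairs do not exceed chance in the main setting. In the planned form over 10 separate arrays, 81 pairs passed after subtraction, of which 77 were among the 1766 that passed before it. There, 0 of the 100 shuffles gave as many as 81, and the highest gave 38. That form cannot tell, since shuffles part the near-identical arrays while the observed count keeps them together. In the other settings, between 16 and 952 pairs passed after subtraction, and no shuffles were run for these. Over 8 samples the count before subtraction reads differently, since 883 exceeded all 100 shuffles, so the group difference is not shown to give every pair. For the longer mRNA list of the study's t-test with near-identical arrays averaged, 648 pairs passed after the group means were subtracted. The shuffles gave a median of 20.9% of that and at most 406. The shared group difference is thus not the whole source of the pairs in that list. Whether variation between rats or between arrays links them was not tested.

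Cox8b and Ucp1, which are expressed in brown fat, fell together with Mtfp1, and a varying amount of brown fat around the aorta may contribute. Within groups, the deviations of Mtfp1 and Ucp1 over the 8 samples had r = 0.459 (exact permutation test within groups, p = 0.31) and rho = 0.381 (p = 0.42), and r = 0.473 without the 2 samples farthest from the median. This does not decide for or against brown fat with so few samples. Among the 9 relations of Mtfp1 with the other down-regulated mRNAs of Table S2, all were positive over the 8 samples. Cox8b had r = 0.924 (exact permutation p = 0.0087, adjusted p = 0.039), rho = 0.905 (p = 0.014) and r = 0.806 without the 2 farthest samples. Adssl1 had r = 0.900 (exact permutation p = 0.0069, adjusted p = 0.039), rho = 0.929 (p = 0.0069) and r = 0.855 without them. The other 7 had an adjusted p above 0.05. Without the 2 farthest samples, the r of these 7 lay between -0.038 (Shank2) and 0.919 (Scd). Of all mRNA probes, 0.854% had an r with Mtfp1 as high as that of Cox8b and 1.52% as high as that of Adssl1. For the other 7, that share lay between 6.43% (Scd) and 21.4% (Lrrc52). The study picked these genes from the same arrays, and an effect of LPS on mitochondrial genes in the vessel itself stays open.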
